# Mapping targets for small nucleolar RNAs in yeast

**DOI:** 10.12688/wellcomeopenres.14735.2

**Published:** 2018-11-22

**Authors:** Tatiana Dudnakova, Hywel Dunn-Davies, Rosie Peters, David Tollervey

**Keywords:** small nucleolar RNA, snoRNA, RNA-RNA interaction, RNA-protein interaction, UV cross-linking

## Abstract

**Background:** Recent analyses implicate changes in the expression of the box C/D class of small nucleolar RNAs (snoRNAs) in several human diseases.

**Methods:** Here we report the identification of potential novel RNA targets for box C/D snoRNAs in budding yeast, using the approach of UV crosslinking and sequencing of hybrids (CLASH) with the snoRNP proteins Nop1, Nop56 and Nop58. We also developed a bioinformatics approach to filter snoRNA-target interactions for bona fide methylation guide interactions.

**Results:** We recovered 241,420 hybrids, out of which 190,597 were classed as reproducible, high energy hybrids. As expected, the majority of snoRNA interactions were with the ribosomal RNAs (rRNAs). Following filtering, 117,047 reproducible hybrids included 51 of the 55 reported rRNA methylation sites. The majority of interactions at methylation sites were predicted to guide methylation. However, competing, potentially regulatory, binding was also identified. In marked contrast, following CLASH performed with the RNA helicase Mtr4 only 7% of snoRNA-rRNA interactions recovered were predicted to guide methylation. We propose that Mtr4 functions in dissociating inappropriate snoRNA-target interactions. Numerous snoRNA-snoRNA interactions were recovered, indicating potential cross regulation. The snoRNAs snR4 and snR45 were recently implicated in site-directed rRNA acetylation, and hybrids were identified adjacent to the acetylation sites. We also identified 1,368 reproducible snoRNA-mRNA interactions, representing 448 sites of interaction involving 39 snoRNAs and 382 mRNAs. Depletion of the snoRNAs U3, U14 or snR4 each altered the levels of numerous mRNAs. Targets identified by CLASH were over-represented among these species, but causality has yet to be established.

**Conclusions:** Systematic mapping of snoRNA-target binding provides a catalogue of high-confidence binding sites and indicates numerous potential regulatory interactions.

## Introduction

The small nucleolar RNAs (snoRNAs) are an abundant class of stable RNAs, most of which act as guides for site-specific RNA modification. Most members of the box C/D class of snoRNAs select sites of ribose 2’- *O*-methylation via extended regions of perfect complementarity with target sites (≥12 bp), in which the nucleotide to be modified is placed exactly 5 bp from the conserved box D or box D’ motifs within the snoRNA (reviewed in ( Tollervey & Kiss, 1997; Watkins & Bohnsack, 2012)). The box C/D snoRNAs associate with a group of four common proteins, Nop56, Nop58, Snu13 and the methyl-transferase Nop1 (Fibrillarin in humans). The snoRNAs have a partially symmetrical structure, in which stem structures bring together the highly conserved, terminal box C (RUGAUGA, R = A or G) and box D (CUGA) sequences and the related but less conserved, internal box C’ and box D’ elements. These stem structures include a K-turn structural motif that is bound by the small protein Snu13. *In vitro* structural analysis indicated that the box C/D stem is also bound by Nop58, while the box C’/D’ stem is bound by the homologous Nop56 protein. Each region is bound by a copy of Nop1, so the regions flanking either box D, box D’ or both can function as methylation guides. However, guide function has a strict requirement for a long region of perfect between the snoRNA and the target RNA, which extends to box D or D’. This implies that strong snoRNA base pairing could occur without eliciting target RNA methylation. Indeed, a small number of box C/D snoRNAs have essential functions in ribosome synthesis that require snoRNA/pre-rRNA base pairing without associated RNA methylation. These snoRNAs include U3/snR17 and U14/snR128 in yeast and U3, U14 and U8 in vertebrates (reviewed by Watkins & Bohnsack (2012)). In yeast, all known sites of snoRNA-directed methylation are in the 18S and 25S rRNAs, whereas human snoRNAs can additionally direct methylation of other small RNAs, including spliceosomal small nuclear RNAs (snRNAs) and other snoRNAs.

In yeast, the complete set of rRNA modifications have likely been identified ( Taoka *et al.*, 2016; Yang *et al.*, 2016). Bioinformatics approaches have been used to predict snoRNA binding sites in several systems, particularly where this is associated with methylation ( Jorjani *et al*., 2016; Lowe & Eddy, 1999; Lu *et al*., 2016; Omer *et al*., 2000). For a listing of yeast snoRNA-target interactions see ( https://www-snorna.biotoul.fr/) ( Lestrade & Weber, 2006). In addition, a number of recent reports have described methods for the identification of RNA-RNA interactions through proximity ligation followed by sequencing of the products of reverse transcription and PCR amplification (RT-PCR) ( Gumienny *et al.*, 2017; Kudla *et al.*, 2011; Sharma *et al.*, 2016; Sugimoto *et al.*, 2015). In the crosslinking and sequencing of hybrids (CLASH) approach, stringent tandem affinity purification including denaturing conditions is used to recover only covalent RNA-protein interactions ( Kudla *et al*., 2011). Here we report the application of CLASH to the identification of novel snoRNA-target interactions in yeast cells.

## Methods

### Yeast culture and manipulation

All yeast analyses were performed in strains derived from (BY4741, *MAT*a; *his3Δ1*; *leu2Δ0*; *met15Δ0*; *ura3Δ0*). Growth, handling, and transformation of yeast involved standard techniques. HTP-tagged Nop1, Nop56, Nop58 and Mtr4 strains constructed in our lab in the background of BY4741 were previously described ( Granneman *et al.*, 2009; Delan-Forino *et al.*, 2017). Oligonucleotides are listed in Supplementary Table 1.

Initial steps of yeast culture growing and UV crosslinking for CLASH are as previously described for CRAC ( Tuck & Tollervey, 2013). In brief, yeast cultures were grown to OD _600_=0.5 and crosslinked (254 nm, 100 s). For RNA sequencing three transformants of *P _GAL_::SNR17A snr17B∆* U3mut, snr4∆, snr45∆ and snr78-78∆ were grown in YNB supplemented with Formedium CSM (complete or –Trp) and 2% w/v glucose. BY4741 was grown as a control. Cultures were grown from OD600 ~0.1 until they reached OD600 ~0.5, at which point all samples were pelleted by centrifugation at 4°C at 1940xg for 3min. “Standard” samples were resuspended in 1ml 1X PBS, then centrifuged and the pellets frozen. “Ice” samples were resuspended in 10ml 4°C 1X PBS and incubated for 20min on ice before being pelleted and frozen.

### Construction of strains expressing mutant U3, strains with SNR4 and SNR45 depletion

U3 is encoded in *S. cerevisiae* by 2 redundant genes *SNR17A* and *SNR17B*. To assess U3 functions we deleted the *SNR17B* genetic locus and placed the expression of *SNR17A* under the control of a repressible *P _GAL_* promoter. To create *kanMX6-P _GAL1_-SNR17A snr17B∆* strains, genetic manipulations were carried out in a standard manner as described ( Longtine *et al.*, 1998) using corresponding pFA6a–MX6 plasmids. The *snr4::KanMX6* strains were created using similar methods.

Double snR4 snR45 depletion mutants were created with one snoRNA gene deleted and the other placed under *P _GAL1_* transcriptional control. Primers oRP-063 –oRP066 (Supplementary Methods_d1) were used to PCR amplify pFA6a-His3MX6-PGAL1, and this was transformed into the reciprocal snoRNA deletion strain as described above, to create strains *HIS3MX6-P _GAL1_-SNR4 snr45::KanMX6*, and *HISMX6-P _GAL1_-SNR45 snr4::KanMX6*.

Primers used for snoRNA depletion:

SNR17B_dFP

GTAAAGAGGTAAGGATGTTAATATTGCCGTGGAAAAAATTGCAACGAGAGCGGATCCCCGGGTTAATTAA

SNR17B_dRP

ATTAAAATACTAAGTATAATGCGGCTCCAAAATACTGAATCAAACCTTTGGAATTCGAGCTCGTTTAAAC

SNR4_delFP

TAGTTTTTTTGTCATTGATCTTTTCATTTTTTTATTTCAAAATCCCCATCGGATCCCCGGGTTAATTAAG

SNR4_delRP

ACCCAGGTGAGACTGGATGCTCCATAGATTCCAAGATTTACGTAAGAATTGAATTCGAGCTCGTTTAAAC

To study U3 binding domains we generated a plasmid from which the truncated mutant U3 with deleted helixes 2 and 4 and helix 3 replaced with snR77 mRNA binding sequence was expressed under the endogenous promoter. Boxes B, C, C’ and D were unaltered. The sequence containing the endogenous *P _SNR17A_* promoter and mutant U3 flanked by XbaI and EcoRI restriction sites was cloned into pRS413 (centromeric, -His) plasmid ( Frazer & O’Keefe, 2007) to obtain U3 mutant construct (U3mut). For complementation experiments we cloned the endogenous PSNR17A promoter and wild type SNR17A into the same vector (U3wt).

Sequence used to create U3mut expressing vector:

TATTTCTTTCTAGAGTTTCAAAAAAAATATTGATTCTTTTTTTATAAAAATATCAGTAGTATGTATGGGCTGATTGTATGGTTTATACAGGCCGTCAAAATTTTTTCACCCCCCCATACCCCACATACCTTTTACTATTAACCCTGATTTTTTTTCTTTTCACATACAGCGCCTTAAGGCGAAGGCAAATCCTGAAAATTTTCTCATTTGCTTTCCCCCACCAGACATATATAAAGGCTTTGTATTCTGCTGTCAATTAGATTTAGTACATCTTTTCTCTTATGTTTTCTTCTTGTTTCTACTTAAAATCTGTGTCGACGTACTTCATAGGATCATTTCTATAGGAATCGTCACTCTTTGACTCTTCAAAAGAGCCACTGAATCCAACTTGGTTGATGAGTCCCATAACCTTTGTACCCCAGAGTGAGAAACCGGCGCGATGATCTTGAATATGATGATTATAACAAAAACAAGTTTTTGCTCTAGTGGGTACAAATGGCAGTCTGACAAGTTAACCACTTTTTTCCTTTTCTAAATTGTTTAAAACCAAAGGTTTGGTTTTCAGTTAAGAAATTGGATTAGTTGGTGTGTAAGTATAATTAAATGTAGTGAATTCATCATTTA

Three *kanMX6-P _GAL1_::SNR17A snr17B∆* clones containing pRS413(His)_U3mut plasmid were selected on –His SD medium. Cultures were grown in –His SD 2% Galactose overnight, then transferred to –His SD 2% Glucose, diluted to OD _600_=0.1 and grown for 36 h to deplete the chromosomally expressed snoRNAs. Strains *HIS3MX6-P _GAL1_-SNR4 snr45::KanMX6*, and *HISMX6-P _GAL1_-SNR45 snr4::KanMX6* were depleted of corresponding snoRNAs in similar manner.

### RNA isolation

Cells were harvested and total RNA was isolated using hot Phenol-GTC lysis. Briefly: cells were disrupted by vortexing with zirconium beads and proteins were denatured in GTC:Phenol pH4 (1:1) mixture for 5 min at 65°C. Chloroform:IAA (24:1) was added and, after centrifugation, the aqueous phase was collected. RNA was precipitated, resuspended in RNase free water and stored at -70°C. The quality and quantity of RNA preparation was assessed using an Agilent 2100 Bioanalyzer System with RNA Nano Chips and RNA 6000 Nano Reagents (Agilent Technologies).

### Northern blotting for pre-rRNA analyses

A total of 5 μg or 10 μg of samples were combined with the recommended volume of glyoxal as per the protocol for the Ambion Northern Max-Gly Kit. Samples were electrophoresed on a 1.2% w/v agarose 1x BPTE (10 mM PIPES; 30 mM Bis-Tris; 1 mM EDTA) gel at 50 V overnight at 4°C in 1x BPTE buffer. The gel was treated for 20 min with 75 μM NaOH, followed by 20 min in 0.5 M Tris pH 7.5 plus 1.5 M NaCl. It was then washed with 6X SSC (0.5 M NaCl and 50 mM Na _3_C _6_H _5_O _7_, pH 7) for 20min. RNA was transferred onto a GE Healthcare Hybond-N+ membrane overnight at room temperature by capillary transfer. RNA was immobilized on the membrane by UV cross-linking at 120 mJ cm ^-2^. Results of northern blotting are shown on figshare ( Dudnakova *et al*., 2018).

The probes were labelled with [γ ^32^P]-ATP using T4 PNK (NEB) and hybridized overnight in 20X SSC (3M NaCl and 0.3 M sodium citrate, pH7) with Denhardt hybridization buffer (100x solution: 2% w/v Ficoll 400, 300 mM NaCl, 2% w/v Polyvinylpyrrolidone, 2% w/v BSA). The membrane was then exposed to a phosphor screen, the signal was detected using a fluorescent imaging analyzer (FLA-5000 scanner, Fujifilm).

### RNASeq cDNA Library preparation

From total RNA samples (10 µg total RNA), poly(A)-tailed RNAs were selected using Dynabeads™ mRNA Purification Kit (Thermo Fisher Scientific) according to manufacturer’s protocol. RNA-seq cDNA libraries were prepared with NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina according to the instruction manual provided ( https://international.neb.com/-/media/catalog/datacards-or-manuals/manuale7420.pdf) using 50-100 ng Poly(A)-selected RNA samples as starting material. NEBNext Multiplex Oligos (NEB) adaptors and primers were used to multiplex cDNA Illumina libraries.

### Quantitative PCR

Total RNA was DNase-treated as per the Ambion Turbo DNase protocol. RT was carried out from 0.5μg of treated RNA with a RETROscripts Reverse Transcriptase kit and Random decamer primers (Ambion). The RT sample was then diluted to either 1 ng μl ^-1^ or 0.1 ng μl ^-1^ and 4 μl was used with Takara Bio SYBR Premier Ex Taq 2x mix and the corresponding set of primers (Supplementary Document 3). This was then amplified by qPCR by the Agilent Stratagene Mx3005P, using the following method for SYBR Green with dissociation curve: 95°C for 1min, followed by 40 cycles (95°C for 15 s, 55°C for 15 s, and 72°C for 15 s), followed by 95°C for 1 min, 55°C for 30 s and 95°C for 30 s.

### Crosslinking, preprocessing and aligning of Illumina sequence data

CLASH experiments using yeast cells were performed on cultures grown in synthetic dextrose (SD) medium with 2% glucose, lacking Trp to OD600 0.5, or following to synthetic medium containing 2% v/v ethanol plus 2% v/v glycerol for 20 min. Actively growing cells were cross-linked in culture medium ( Granneman *et al.*, 2011) and processed for CLASH as previously described ( Granneman *et al.*, 2009; Helwak *et al.*, 2013; Kudla *et al.*, 2011). Briefly, cells were lysed in buffer “A” containing 50 mM Tris-HCl pH 7.8, 2 mM MgCl _2_, 150 mM NaCl, 0.4% NP-40 (all chemicals acquired from Sigma-Aldrich) with RNAsin Ribonuclease Inhibitor (Promega). RNA-protein complexes were isolated by binding to an IgG column (GE), washed in buffer A and released by TEV (Promega) cleavage. RNAs were partially digested using RNaceIT Ribonuclease Cocktail (Agilent). RNA-protein complexes were bound in denaturing conditions (6M Guanidinium HCl in buffer A) to a nickel affinity column (Ni-NTA agarose, QIAGEN). RNA end processing, radiolabeling and linker ligation were performed on the nickel column. 3’ linker ligation and simultaneous internal hybrid ligation (ssRNA Ligase I, NEB) was carried out without ATP in ligation buffer. Subsequently, complexes were eluted (200mM Imidazole, 100mM DTT) and resolved on NuPage 4–12% gradient gels (Invitrogen, Thermo Fisher Scientific) transferred to nitrocellulose (GE), identified by autoradiography and excised. The proteins were then digested with proteinase K (Roche) and the cDNA library was created and amplified from the acquired RNAs using RT-PCR (Superscript III RT, Invitrogen; LA Taq, TaKara). 5’ linkers used to prepare libraries contain a barcode, enabling samples to be multiplexed for sequencing, and a random 3 nt sequence in order to remove PCR duplicates by collapsing identical sequences during data analysis.

3’ linker

miRCat-33 linker (IDT) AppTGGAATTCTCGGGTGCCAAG/ddC/

5’ linkers (barcode marked in bold, random nucleotides as N)

L5Aa invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **UrArArGrC**-OH

L5Ab invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **ArUrUrArGrC**-OH

L5Ac invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **GrCrGrCrArGrC**-OH

L5Bb invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **GrUrGrArGrC**-OH

L5Bc invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **CrArCrUrArGrC**-OH

L5Bd invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **UrCrUrCrUrArGrC**-OH

L5Ca invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **CrUrArGrC**- OH

L5Cb invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **GrGrArGrC**-OH

L5Cc invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **ArCrTrCrArGrC**-OH

L5Cd invddT-ACACrGrArCrGrCrUrCrUrUrCrCrGrArUrCrUrNrNrNr **GrArCrTrTrArGrC**-OH

PCR primers

miRCat-33 primer (IDT) CCTTGGCACCCGAGAATT primer for RT

PE_miRCat_PCR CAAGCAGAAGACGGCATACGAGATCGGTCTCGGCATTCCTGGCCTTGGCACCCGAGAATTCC library amplification

P5 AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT library amplification

### RNA-IP for U3 mutations

Strains expressing chromosomally encoded HTP tagged Nop1 or Rrp9 and mutant U3 (expressed from the plasmid) were grown to OD _600_ 0.5, Cells were collected, lysed in buffer A and RNA protein complexes purified on the IgG column (materials as for CLASH, see above). RNA was extracted using Phenol/Chloroform and analyzed by Northern Blot using anti-U3 DNA oligo probe 5 ’ –CTATAGAAATGATCC, as described previously ( Dandekar & Tollervey, 1989).

For hybridization, 15 ml of 20X SSC (3 M NaCl and 0.3 M sodium citrate, pH7) was mixed with 2.5 ml 100X Denhardt hybridization buffer (2% w/v Ficoll 400, 300 mM NaCl, 2% w/v Polyvinylpyrrolidone, 2% w/v BSA) and 1.25 ml 20% w/v SDS. This was incubated at 50°C and filter-sterilized. This solution was added to the membrane in a plastic box, and incubated for 1h at 37°C with shaking. To make hybridization probes, 1μl (10U) of T4 polynucleotide kinase (PNK) was mixed with 1 μl oligo (at 10 μM), 1.5 μl 10X PNK buffer, 9 μl H _2_O and 2.5 μl γ-ATP ( ^32^P). This was incubated at 37°C for 40 min, then purified on a Roche Mini Quick Spin Oligo column by centrifugation at 1000 g for 1 min. The labelled probe was added to fresh hybridization buffer and incubated with the membrane overnight at 37°C. The membrane was subsequently washed with 6X SSC plus 0.1% w/v SDS at 37°C, a total of three times for 10 min each. The membrane was then exposed to a phosphor screen and the signal detected using a fluorescent imaging analyzer (FLA-5000 scanner, Fujifilm).

### PolyA selection

To select for poly(A) tailed RNAs, the NEBNext poly(A) mRNA Magnetic Isolation Module kit was used, and the protocol followed. A total of 20 μl Oligo d(T) _25_ beads per sample were washed twice with 100 μl 2x RNA Binding Buffer. RNA samples were DNase-treated with Promega 10X RQ1 buffer, 1 unit RQ1 DNase and 1 unit of Promega RNasin and incubated at room temperature for 30 min. The reaction was stopped by adding 50 mM EDTA and incubating on ice, followed by addition of 10 mM Tris pH7.8 and 100 mM NaOAc, and transfer into RNA Phenol:Chloroform:IAA (25:24:1), pH4. The RNA isolation protocol was followed from this step. A total of 2 μg total RNA, as measured by Agilent Bioanalyzer RNA chip was diluted to a total of 50 μl in nuclease-free water. The beads were then resuspended in 2x RNA Binding Buffer and added to the RNA samples. The samples were heated at 65°C for 5 min then cooled to 4°C. This was then resuspended, incubated at room temperature for 5min, resuspended a second time and incubated a second time. The samples were placed on a magnetic rack and the supernatant discarded. Each sample was washed twice with Wash Buffer, then resuspended in 50 μl Tris Buffer and mixed. The samples were heated at 80°C for 2 min then cooled to 25°C and diluted with 2x RNA Binding Buffer. Samples were subsequently incubated at room temperature for 5 min, resuspended, and incubated again. These were then placed on the magnetic rack, and the supernatant discarded. Samples were washed with Wash Buffer, and all supernatant thoroughly removed and discarded. mRNA was eluted from the beads by adding 17 μl 10 mM Tris pH7.8 and incubating at 80°C for 2 min then held at 25°C. Samples were placed on the magnetic rack, and the supernatant transferred into a fresh tube. RNA concentration was measured by Agilent Bioanalyzer RNA chip and Thermo Fisher Qubit RNA HS (high sensitivity) Assay kit.

### RNA library preparation for Illumina sequencing

50 ng poly(A)-selected mRNA was incubated with 5X NEBNext First Strand Synthesis Reaction Buffer and 1 μl NEBNext Random Primers in 10 μl total volume. The samples were incubated for 15min at 94°C, then cooled on ice. Added to this was 0.5μl Murine RNase Inhibitor, 0.1μg Actinomycin D, 1μl Protoscript II Reverse Transcriptase and 8.5μl nuclease-free H _2_O. The samples were then incubated at 25°C for 10 min, 42°C for 15 min, then 70°C for 15 min. 10x Second Strand Synthesis buffer, 4 μl Second Strand Synthesis Enzyme mix and H _2_O were added to the samples to a final volume of 80μl, and the tubes were incubated in a thermocycler for 1 h at 16°C. Samples were then purified using a QIAquick PCR purification kit as follows: 5 volumes of PB buffer were added to 1 volume of PCR reaction and mixed. The mixture was applied to a QIAquick column centrifuged at 16,250 g for 1min. The flow-through was discarded. 750 μl PE buffer was then added to the column and the column centrifuged as above, then the flow-through discarded. The column was then transferred to a fresh 1.5 ml Eppendorf and left with lid open for 5 min. This was centrifuged for 2min. The column was then transferred to a fresh 1.5 ml Eppendorf, 58 μl 10 mM Tris pH7.8 pipetted into the centre of the column and the column left to stand for 1 min. Samples were eluted by centrifugation for 1min and stored at -20°C overnight.

10x NEBNext End Repair Reaction Buffer and 3 μl NEBNext End Prep Enzyme Mix were added to the thawed purified double stranded cDNA. The samples were incubated at 25°C then 65°C for 30 min each, before cooling to 4°C. 15 μl Blunt/TA Ligase Master Mix and 1.5μM NEBNext Multiplex Adapter were added directly to the End Prep reaction mix along with nuclease-free water to make a total volume of 83.5 μl. Samples were mixed and incubated for 15 min at 20°C. The reactions were then purified using the QIAquick PCR purification kit as above. Samples were eluted in 20 μl 10 mM Tris pH7.8.

A total of 3 μl NEBNext USER enzyme, NEBNext Q5 2x Hot Start HiFi PCR Master Mix, 2.5 μl Universal PCR Primer and one 2.5 μl Index Primer per PCR reaction (1-9 for samples 1-9) were added to the 20 μl cDNA and mixed. Samples were subjected to PCR by the following method: 37°C for 15min, [98°C for 30 s, 98°C for 10 s, by 65°C for 75 s] for 12 cycles, 65°C for 5 min then held at 4°C. The PCR reactions were then purified using the QIAquick PCR purification kit. Samples were eluted in 18 μl in 10 mM Tris pH7.8. Each sample was purified on a 3% w/v MetaPhor agarose 1X TBE gel (Fisher Scientific 10X Tris/Borate/EDTA solution) with a Fisher Scientific exACTGene 50 bp Mini ladder and 1:10,000 Invitrogen SYBR safe DNA gel stain, until bromophenol blue had migrated the length of the gel. The band ranging between 150–200 bp was extracted. This was purified using the QIAquick Gel Extraction Kit as follows: 6 volumes of QG buffer were added to 1 volume of gel. This mix was incubated at 50°C for 10 min, vortexing occasionally. 1 volume of isopropanol was added and the mix inverted. This mix was applied to a MinElute column and centrifuged at 16,250 g for 1 min. The flow-through was discarded, and the remainder of the mix applied and centrifuged as above. The column was then washed with 500 μl QG buffer and the column centrifuged again, with flow-through discarded. 750μl PE buffer was then used to wash the column, followed by centrifugation of the column and transfer to a fresh 1.5ml Eppendorf. The column was left to dry for 5min, then centrifuged for 3 min. In a fresh 1.5 ml Eppendorf, 16 μl 10 mM Tris pH7.8 was added to the centre of the column, left to incubate for 2 min, then the cDNA eluted by a 1 min centrifugation. The quality of library was assessed by Agilent Bioanalyzer DNA chip and Thermo Fisher Qubit DNA HS Assay kit.

### Quantitative PCR for mRNAs

RNA was measured by Thermo Scientific NanoDrop Spectrophotometer and DNase-treated as per the Ambion Turbo DNase protocol as follows: 10X TURBO DNase buffer and 2U TURBO DNase was added to 10μg RNA diluted in 45μl H2O. This was incubated at 37°C for 30 min, before adding 10X DNase Inactivation Reagent. This mix was incubated at room temperature for 5 min, mixing occasionally. The mix was then centrifuged at 9,250 *g* for 1.5 min, before transferring the supernatant to a fresh tube. 0.5 μg of this was then used in RETROscript’s Reverse Transcriptase kit. Random decamer primers or oligo(dT) primers were added to a final concentration of 5 μM and nuclease-free H2O added to a final volume of 12 μl. The sample was mixed and heated at 80°C for 3 min, then incubated briefly on ice. 10X RT (reverse transcription) buffer was added, together with 4 μl dNTP mix (2.5mM per dNTP), 10 U RNase Inhibitor, and 100 U Reverse Transcriptase. The sample was mixed and incubated at 42°C for 1 h, followed by 10 min at 92°C. The RT sample was then diluted to either 1 ng μl ^-1^ or 0.1 ng μl ^-1^. 4 μl of this was mixed with 6 μl of: Takara Bio SYBR Premier Ex Taq 2 X mix, 50 X ROX reference dye and 10 μM of forward and reverse primers (final concentrations 1 X, 1 X and 0.2 μM, respectively). This was then amplified by qPCR by the Agilent Stratagene Mx3005P, using the following method for SYBR Green with dissociation curve: 95°C for 1 min, [95°C for 15 s, 55°C for 15 s, and 72°C for 15 s] for 40 cycles, followed by 95°C for 1 min, 55°C for 30 s and 95°C for 30 s. Primer sets were tested with a standard curve of genomic DNA before use with samples, and each primer set tested with a no-template mix in the qPCR. Each sample was run with a no-RT control of the same concentration to ensure DNA contamination was minimal. For a subset of qPCRs, samples were DNase-treated, then poly(A)+ selected. RNA from this was then used in the RT reaction, using random decamer primers or oligo(dT) primers. qPCR was carried out as described above.

### Analysis of qPCR data for mRNAs

To determine the 2-∆∆Ct for each experiment technical replicates for both the test gene and *TAF10* were normalized to the corresponding replicate of added *Schizosaccharomyces pombe ACT1*, to account for experimental variance between samples. The test gene was then normalized to the non-target, housekeeping gene *TAF10*, and the average of each biological replicate taken. These were then normalized to the average of each BY4741 biological replicate, and a two-tailed homoscedastic t-test applied (two samples, equal variance). The difference between the Ct (threshold cycle) of *TAF10*) in the deletion strain was calculated, as was the difference between the Ct of the test gene and the housekeeping gene in the WT strain. The latter value was subtracted from the former to give the ∆∆Ct value. The exponential of –∆∆Ct gave the relative expression of the test gene in the deletion strain. The average of 2-∆∆Ct replicates for each gene was taken to determine fold change (FC). A one-sample t-test was performed to test for statistical significance.

## Bioinformatics

### Analysis of yeast CLASH data

Raw sequences preprocessed prior to alignment using hyb version 0.0 ( Travis *et al.*, 2014) running the hyb preprocess command with standard parameters. The preprocessed data were aligned to a custom database containing unspliced genes (with snoRNA genes extended by 20 bp in each direction and masked out of the genes in which they are contained where appropriate). A custom database was built using reference data from ensembl release 77. Alignment was performed using the blastall command, using the standard parameters from the hyb pipeline. The aligned reads were processed using a variant of the hyb pipeline, modified slightly to extract snoRNA hybrids rather than microRNA hybrids preferentially. Downstream analysis was performed on reproducible hybrids (in which both fragments were found to overlap in two or more hybrids) with a predicted folding energy of -12dG or below. The analysis was performed using hybtools version 0.3 ( Dunn-Davies, 2018). Reference data for the analysis of yeast methylation sites were obtained from the snoPY database ( Yoshihama *et al.*, 2013).

### snoRNA alignment

NCBI BLASTn alignments of snoRNAs were performed using parameters: Expect threshold; 10: Word size; 11; Match/mismatch; 2, -3: Gap costs; existence 5, extension 2.

### Analysis of RNA-Seq data

Raw reads were reverse complemented using FASTX-Toolkit version 0.0.14 ( Gordon, 2010) and trimmed using Trimmomatic version 0.32 ( Bolger *et al.*, 2014) , to remove Illumina adapters.

For the U3 depletion experiments, transcript level quantification was then performed using kallisto version 0.43.1 ( Bray *et al.*, 2016), using a *Saccharomyces cerevisiae* transcript database built from Ensembl release 77. Finally, differential expression was quantified using sleuth version 0.29.0 ( Pimentel *et al.*, 2017).

In the case of the snR4 depletion experiments, the trimmed reads were mapped against the *Saccharomyces cerevisiae* genome (Ensembl release 77) using STAR version 2.4.2 ( Dobin *et al.,* 2013). Gene level read counts were then obtained using htseq-count, from HTSeq version 0.9.1 ( Anders *et al*., 2015), and differential expression analysis was performed using DESeq2 version 1.11 ( Love *et al.*, 2014).

The results of the differential expression analyses of all of the depletion experiments were compared with mRNA targets of snoRNAs from the CLASH data.

### Statistical analysis

Statistical tests to determine whether CLASH targets were significantly over-represented among differentially expressed genes in the RNA-Seq analysis were carried out using the chisq.test and fisher.test functions from the stats package in R version 3.4.0.

### Sequence data

All sequence data from this study have been submitted to the NCBI Gene Expression Omnibus under accession numbers GSE114680 and GSE118369.

## Results

### snoRNA-rRNA interactions

The construction of yeast strains expressing tagged forms of the snoRNP proteins Nop1, Nop56 or Nop58 under the control of the endogenous promoters has previously been reported ( Granneman *et al.*, 2009). The tagged constructs are the only form of these proteins in the cell and support wild-type growth, showing them to be functional. To identify potential novel snoRNA interactions we applied the CLASH technique ( Helwak *et al*., 2013; Kudla *et al*., 2011). This involves crosslinking of RNA complexes with tagged proteins by UV in living cells, affinity purification of the RNP complexes under stringent conditions, ligation of linker adaptors in parallel with internal ligation of captured RNA fragments base paired to each other, isolation of RNA, including RNA hybrids, followed by reverse transcription and high-throughput sequencing of cDNA libraries ( Figure 1A). We performed total of 26 independent experiments using protein-tagged Nop1, Nop56 or Nop58 as bait in *S. cerevisiae*.

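The 26 libraries comprised 8 with Nop1, 8 with Nop56 and 6 with Nop58 from cells grown in 2% glucose, and 2 with Nop1 and 2 with Nop56 from cells moved to ethanol and glycerol. For each library the authors deposited 1 record per hybrid, which held the gene, the first and last nucleotide of both fragments, the predicted structure and its folding energy. The authors had collapsed reads on their sequence and random barcode before calling hybrids, and the records carried no energy or reproducibility filter. Each library held between 109 and 46468 hybrids. The median was 4808.5 hybrids for Nop1 and 4516 for Nop56 in glucose, with a lower median for Nop58, and 7593 for Nop1 and 14517.5 for Nop56 in ethanol and glycerol. The 3 largest libraries held 45.8% of all hybrids, and so weigh heavily in counts pooled over libraries. A further 7 libraries had fewer than 500 hybrids and together held 0.623% of the total. A hybrid was called reproducible when its folding energy was -12 kcal/mol or below and each of its fragments overlapped, by 1 nt or more, the matching fragment of another such hybrid between the same genes, in any of the 26 libraries. Shares were also computed in each library and compared between libraries by permutation. Confidence intervals, here and below, cover counting error only, because 34.6% of hybrids had the same fragments as another hybrid of their library.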

**Figure 1.**
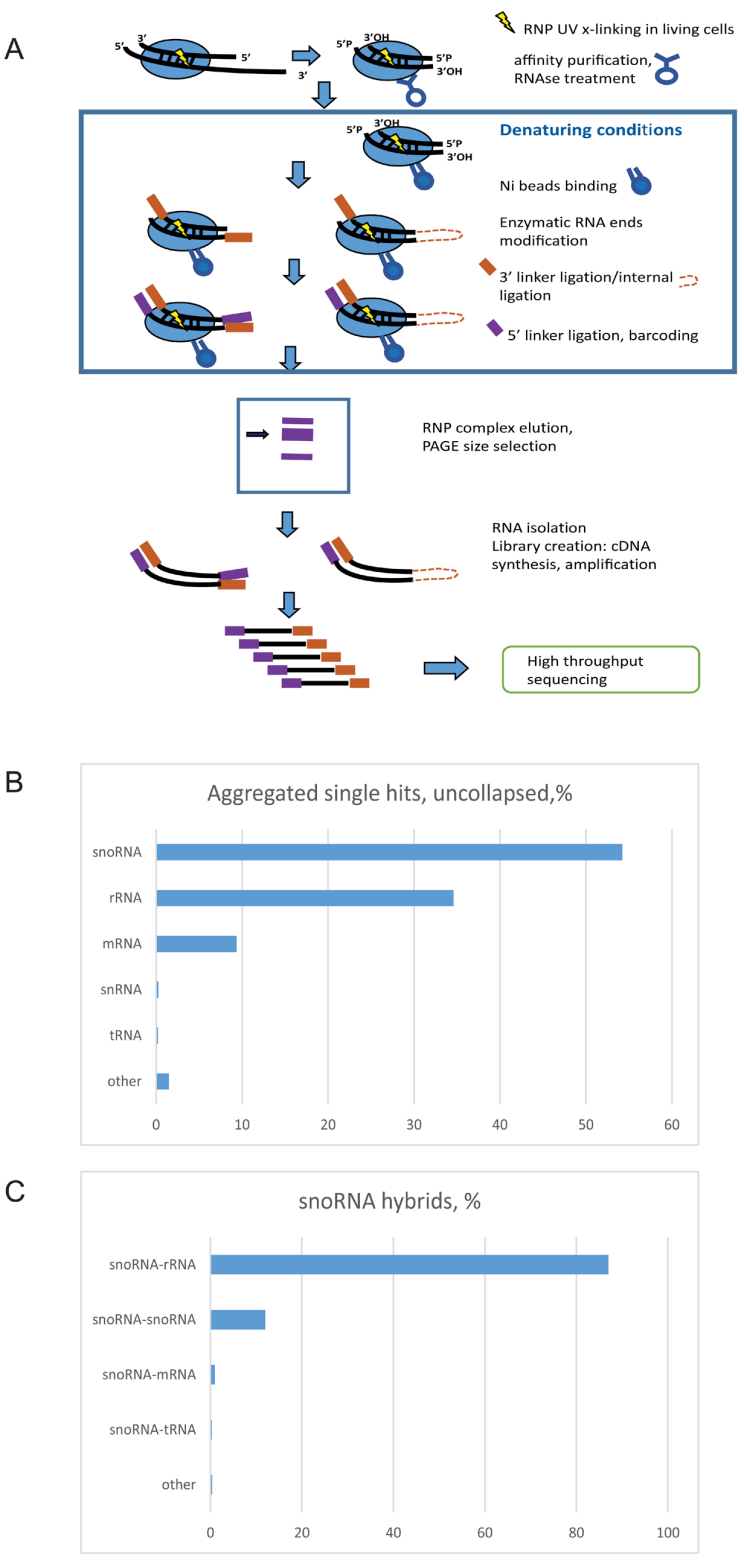
CLASH outline and results. ( **A**) Scheme of the CLASH technique. Live cells were UV irradiated, crosslinked RNA–protein complexes extracted and affinity purified. In FLASH, purified complexes were crosslinked to the beads and subsequent steps carried out with denaturing washes. ( **B**) Distribution of protein crosslinking sites by RNA type. ( **C**) Distribution of chimeric reads involving snoRNAs, identified by CLASH and sorted by target RNA type.

Analyses of single hits for yeast Nop1 during growth in glucose medium showed that snoRNAs were most frequently recovered, both for pooled reads ( Figure 1B) and individual proteins ( Supplementary Figure 1A–C) followed by rRNA and mRNA. In contrast, for Nop56 and Nop58, rRNA sites were most frequently recovered. Recovered sequences that could be confidently mapped to two distinct regions of the genome (see Methods) were regarded as representing chimeric cDNAs resulting from RNA-RNA ligation.

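Of the hybrids pooled over the 26 Nop libraries, the snoRNA-rRNA class made up 51.2%, the rRNA-rRNA class 24.7% and the snoRNA-snoRNA class 10.7%. The records held 241420 hybrids, and 123642 of them joined a snoRNA and an rRNA. These totals counted every record. When hybrids with identical sequences were counted once over all libraries, 149644 hybrids remained, of which 68637 were snoRNA-rRNA hybrids.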

In total, we recovered 241,420 distinct hybrids in yeast, of which 123,642 were snoRNA-rRNA hybrids. 

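Before any filter, all 43 snoRNAs had hybrids with the 35S pre-rRNA. The number per snoRNA ranged from 6 for snR65 to 26274 for snR128, with a median of 1191 hybrids.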

Within our dataset, we found snoRNA-rRNA hybrids for all of the 43 C/D box snoRNAs reported to methylate yeast rRNA in the snOPY database ( Yoshihama *et al.*, 2013). For 42 of these snoRNAs (all except snR65), hybrids were present in the dataset that overlapped each of the reported methylation sites in rRNA associated with the relevant snoRNA ( Figure 2). 

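Before filtering, hybrids covered the reported site in 54 of the 55 pairs of a snoRNA and its site. For snR53, snR78 and snR87 a single hybrid covered the site. The 6 hybrids of snR65 left its site at position 2347 of the 25S rRNA uncovered. For each of the 55 pairs, the number of hybrids with the pre-rRNA and the number that covered the site equalled the 2 counts in the paper's Supplementary Table 2.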

For comparison, we reanalyzed our previously published data ( Kudla *et al.*, 2011) using the same pipeline ( Supplementary Figure 2).

**Figure 2.**
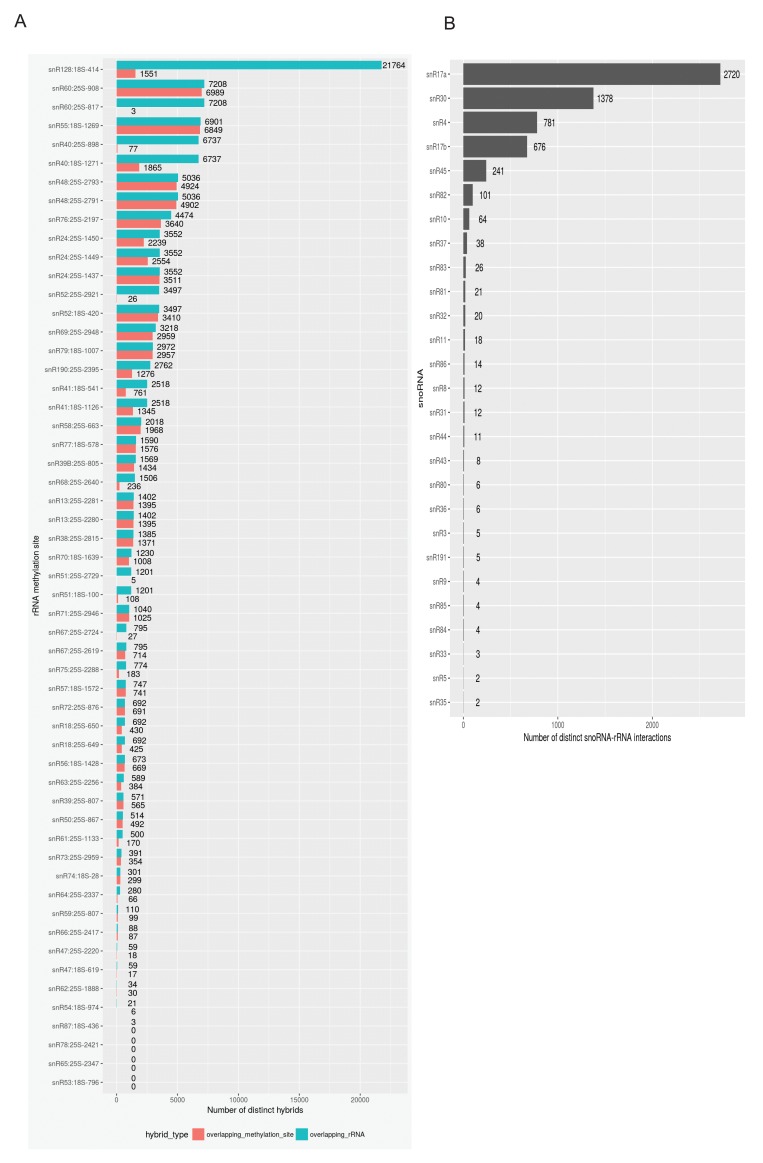
Numbers of snoRNA-rRNA interactions at sites of 2’- *O*-methylation. ( **A**) All non-identical snoRNA-rRNA interactions overlapping each site of 2’- *O*-methylation in rRNA were tabulated. For each methylation site, numbers are indicated separately for snoRNA interactions overlapping the methylation site (upper green bar) and interactions predicted to guide methylation (lower red bars). ( **B**) All non-identical snoRNA-rRNA interactions not overlapping 2’- *O*-methylation sites in the rRNA were tabulated. Note that none of the top scoring snoRNAs are expected to direct methylation.

*In silico* folding of the hybrid sequences using the ViennaRNA package ( Lorenz *et al*., 2011) was used to predict the stability of the base-paired interaction that gave rise to the hybrid. In order to identify stable, base-paired interactions, only chimeric sequences with a predicted ∆G of less than -12 kcal mol ^-1^ were retained for analysis. Non-identical chimeric sequences, or sequences recovered from different analyses, in which both segments overlapped were regarded as demonstrating independent recovery of the same interaction. Only interactions supported by at least two independent sequences with a predicted ∆G of less than -12 kcal mol ^-1^ were considered stable and reproducible, and further analyzed. 

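With the energy and overlap criteria applied to the pooled Nop libraries, 191426 hybrids were kept, including 117190 snoRNA-rRNA hybrids. The energy criterion alone kept 84.0% of hybrids, and the median predicted energy before filtering was -19.5 kcal/mol. Counting identical sequences once moved these numbers most, to 109153 and 62974 hybrids.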

A total of 190,597 hybrids passed these filters, of which 117,047 were snoRNA-rRNA hybrids.

From the set of reproducible hybrids, 87% of the snoRNA-interacting sequences were mapped to the rDNA, 12% to another snoRNA, 1% to mRNAs and 0.4% to other RNA species ( Figure 1C). It is notable that some highly abundant RNA species were recovered at low levels, particularly tRNAs (0.2% of total hybrids or 0.3% of snoRNA hybrids before filtering), supporting the specificity of the interactions. 

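Among the 134990 reproducible hybrids with a snoRNA, the other fragment came from rRNA in 86.8%, from a snoRNA in 11.7%, from an mRNA in 1.12% and from other RNA in 0.394%. Per library, the rRNA share was 86.6% ± 9.24 (SD, n = 26 libraries) and ranged from 58.0% to 98.3%. In glucose it was 80.4% ± 11.4 (SD, n = 8) for Nop1, 87.7% ± 7.84 (SD, n = 8) for Nop56 and 89.3% ± 6.70 (SD, n = 6) for Nop58. None of the 3 differences between proteins had a p under 0.05. Nop1 differed from Nop56 by -7.27 points (two-sided exact permutation test, p = 0.162), and from Nop58 by -8.89 points (p = 0.116, same exact permutation test). Nop56 and Nop58 differed by -1.63 points (p = 0.695, exact permutation test). With the replicate number as a block, the difference between Nop1 and Nop56 was again -7.27 points (exact sign-flip permutation over 8 pairs, p = 0.125). Deviations from the group means of same-numbered Nop1 and Nop56 libraries had a correlation of 0.309, against -0.0441 for different numbers. With an energy cutoff of -15 kcal/mol, the difference between Nop56 and Nop58 changed sign, to 2.73 points. At that cutoff Nop1 differed from Nop58 by -0.746 points and from Nop56 by -3.48 points. In libraries with at least 1000 hybrids these differences were -12.1 points (exact permutation test, p = 0.133) and -11.9 points (exact permutation test, p = 0.0833). The size of the Nop1 differences thus depended on the setting.

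**Figure D1:**
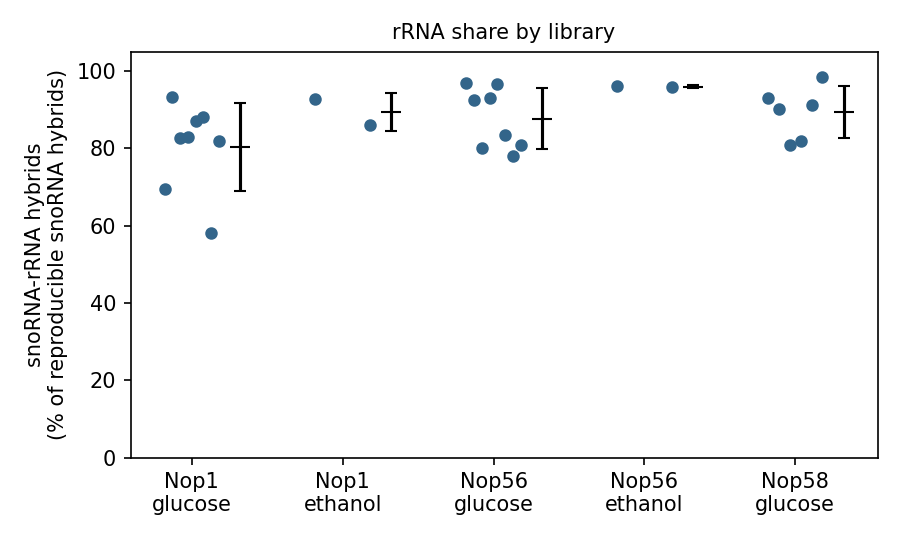
Share of reproducible snoRNA hybrids whose other fragment is rRNA (y axis, percent) in each Nop library, by protein and medium. Points are libraries and bars give the mean and SD; the libraries lie between 58.0% and 98.3%.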

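Of the hybrids before filtering, 444 joined a snoRNA and a tRNA, which was 0.184% of all hybrids and 0.286% of the 155264 hybrids with a snoRNA. Hybrids with any tRNA fragment, those between 2 tRNA fragments included, numbered 1503, or 0.623% of all hybrids. The snoRNA-tRNA share per library was 0.155% ± 0.143 (SD, n = 26).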

The predominant recovery of snoRNA-rRNA interactions is in agreement with the known function of snoRNAs in ribosome synthesis.

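Reproducible hybrids between snoRNAs and the 35S pre-rRNA numbered 116745, and 116275 of them lay on the 18S, 5.8S or 25S rRNA. Hybrids of the same snoRNA that overlapped on both fragments were joined into 551 interaction sites of 74 snoRNAs. Of these sites, 430 had hybrids from at least 2 libraries and 146 rested on 2 hybrids. The 20 largest sites held 75.7% of the hybrids. Without the energy and reproducibility filters the number rose to 2302 sites.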

On the 35S pre-rRNA sequence, 116,611 stable, reproducible chimeras between snoRNAs and the 18S, 5.8S or 25S rRNA were mapped to 601 high confidence interaction sites. Inspection of the locations of snoRNA-rRNA hybrids showed colocalization with snoRNA-directed methylation sites along the mature 18S and 25S rRNA (shown in grey in Figure 3A). 

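Of 116144 reproducible hybrids on the 18S and 25S rRNA, 74.9% covered a known methylation site. When the positions of the sites were shifted along each rRNA, with its ends joined, the mean over 10000 random shifts was 21.6% and the highest value was 66.9%, so that the observed share was 3.47 times the mean. No shift reached the observed share (one-sided permutation test, p = 1e-04, the smallest that 10000 shifts can give). Counting only sites that were base-paired in the predicted structure, the ratio was 4.48 over 1000 shifts.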

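On the pre-rRNA, 0.168% of the reproducible Nop hybrids lay in the 5′ETS, 0.223% in ITS1, 0.0060% in ITS2 and 0.0060% in the 3′ETS. The 5.8S rRNA had 131 hybrids, or 82.9 per 100 nt. The 18S rRNA had 2845 hybrids per 100 nt and the 25S rRNA 1912.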

Low signals were seen over the transcribed spacer regions and 5.8S rRNA, which lack methylation sites. 

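Reproducible hybrids of the cognate snoRNA covered the site in 51 of 55 pairs, from 39 snoRNAs. In 48 pairs there were at least 10 such hybrids, and 43 pairs had them in at least 10 libraries. For U14, encoded by snR128, 1858 reproducible hybrids covered position 414 of the 18S rRNA, in 22 libraries. For snR55, 8189 hybrids covered position 1269 of the 18S rRNA, in 25 libraries, which was 99.2% of its hybrids with the pre-rRNA.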

Comparing to the known sites of rRNA methylation, we identified high-confidence, cognate snoRNA-rRNA hybrids that overlapped 51 of the 55 reported methylation sites, involving 40 of the 43 methylation guide C/D box snoRNAs; shown for snR128 (U14) and snR55 ( Figure 3B, C). 

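The 10 snoRNAs with most reproducible hybrids on the 35S pre-rRNA formed 66.4% of them when the 2 U3 genes were counted as 1 snoRNA. snR128 came first with 25706 hybrids or 22.0%, followed by snR60 with 7.30%, snR55 with 7.07% and snR40 with 6.92%. snR48 formed 4.90%, snR76 4.42%, snR24 3.59%, U3 3.48% and snR79 3.38%, and snR52 came last of the 10 with 3.27%. Per library, the share of the 10 was 63.7% ± 12.0 (SD, n = 26).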

In total, 10 yeast snoRNAs gave rise to 66% of reproducible rRNA hybrids; snR128 (U14), snR60, snR55, snR40, snR48, snR76, snR24, snR17 (U3), and snR79. Reported methylation guide snoRNAs for which we did not find stable, reproducible snoRNA-rRNA hybrids were snR53, snR65, and snR78 ( Figure 2A and Supplementary Table 2). 

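Hybrids that passed the filters covered no reported site for snR53, snR65, snR78 or snR87. Elsewhere on the pre-rRNA, snR53 had 2 reproducible hybrids, snR65 had 3 and snR87 had 5, and snR78 had 0. Before filtering, snR53 had 12 hybrids with the pre-rRNA, snR78 had 15 and snR87 had 29.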

A total of 53% of hybrids overlapping methylation site showed interaction pattern that supports methylation of the target nucleotide in rRNA ( Supplementary Table 2).

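A hybrid was counted as guiding when, in the deposited predicted structure, the methylated nucleotide was paired to the nucleotide of its cognate snoRNA that lies 5 nt upstream of box D or D′. Of 87041 reproducible hybrids that covered a known site, 68486 or 78.7% were in this position. Per library the share was 82.6% ± 11.0 (SD, n = 26), from 63.2% to 96.8%. The counts the paper cites for its share equalled, in all 55 pairs, unfiltered hybrids over the site and all those with the pre-rRNA. They carry no base-pairing criterion, so a share taken from them is not the same measure as 78.7%. The denominator moved the value found here most. Among hybrids of the cognate snoRNA that covered the site, 98.1% were in the guide position for at least 1 of its sites. At single sites the share could be lower. For snR24 at position 1449 of the 25S rRNA, 20 of 2966 covering hybrids were in the guide position for it. Summed over the 55 pairs, the guide hybrids were 50.3% of the cognate snoRNAs' hybrids with the pre-rRNA.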

**Figure 3.**
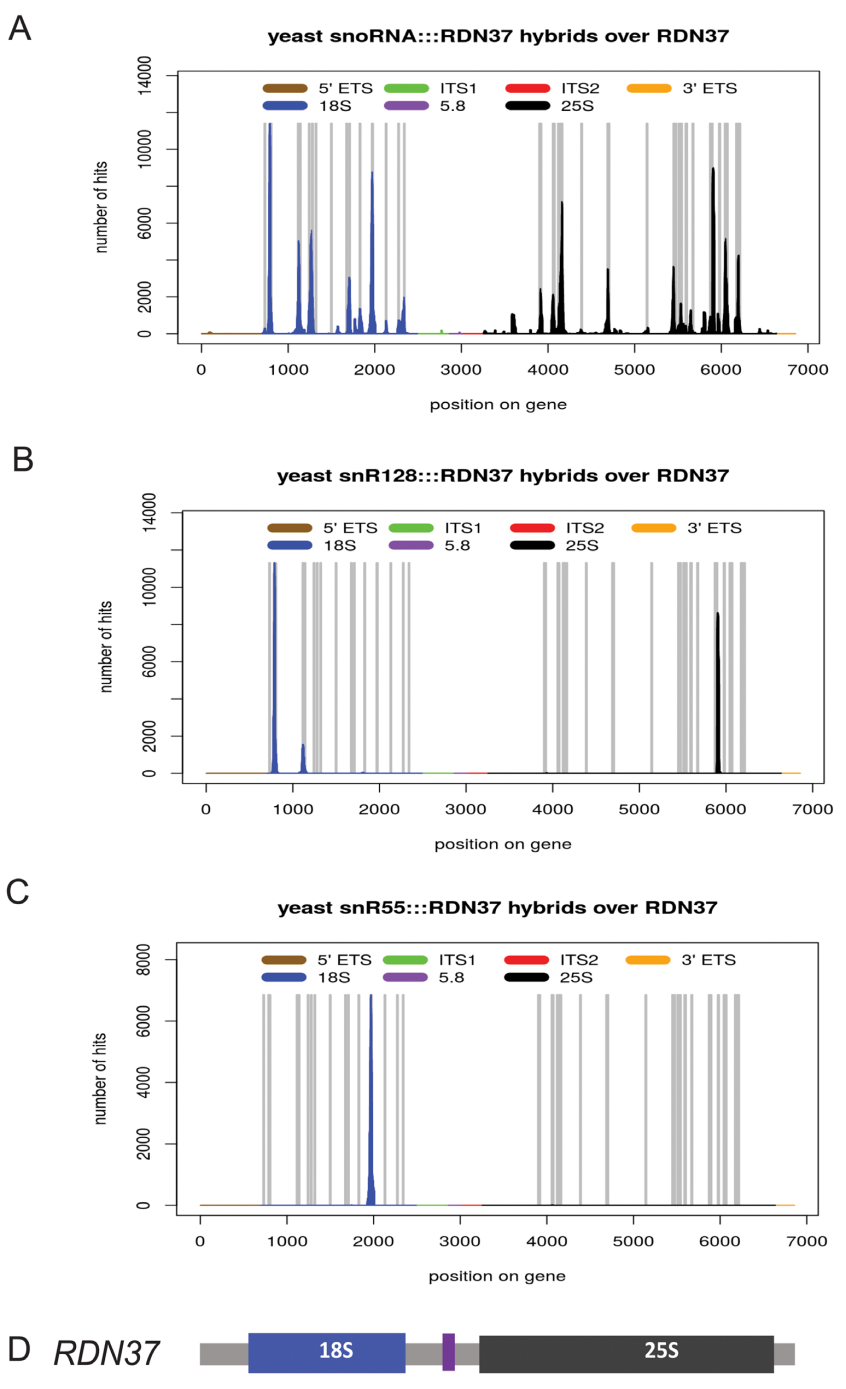
Distribution of snoRNA interactions on the rRNAs. Chimeric cDNAs between snoRNA sequences and the pre-rRNAs were identified by mapping to the rDNA locus *RDN37* and the number of hybrid hits for each location was plotted. The peaks were located preferentially in the regions of known methylation sites and structural interactions. ( **A**) All snoRNA-rRNA chimeras mapped to the rDNA. Vertical bars in grey indicate the sites of rRNA 2’- *O*-methylation. ( **B**) Distribution chimeric reads involving snR128 (U14). ( **C**) Distribution chimeric reads involving snR55. ( **D**) Schematic of the rDNA locus, indicating the locations of the rRNA genes.

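Of the reproducible hybrids covering a methylation site, 17200 or 19.8% came from a snoRNA that is not cognate for any site covered. They reached 51 of the 54 methylated positions, and 15 positions had at least 100 of them. At 14 positions they outnumbered the hybrids of the cognate snoRNA. At position 100 of the 18S rRNA, whose guide is snR51, 4665 hybrids came from snR128. At position 2640 of the 25S rRNA, guided by snR68, 4318 hybrids came from snR128, and at position 578 of the 18S rRNA, guided by snR77, 2484 came from snR40.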

We also observed many examples of interactions in which methylation sites are bound by non-cognate snoRNAs that would be predicted to block methylation guide function. It is possible that competition between snoRNAs can exert additional level of regulation of ribosome modification ( Supplementary Table 2). All methylation sites in the yeast rRNA have been confidently mapped ( Taoka *et al*., 2016; Yang *et al*., 2016), making it unlikely that blocking interactions correspond to unknown methylation sites, at least under standard lab growth conditions.

Under conditions of reduced growth, the rate of ribosome synthesis is also reduced. To assess whether this was associated with altered snoRNA interactions, crosslinking was preformed following transfer of cells from glucose medium to medium containing 2% ethanol + 2% glycerol as sole carbon sources for 20 min. 

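In ethanol and glycerol there were 2 libraries for Nop1 and 2 for Nop56, and none for Nop58, so media were compared within Nop1 and Nop56. For 42 snoRNAs with at least 100 reproducible hybrids on the pre-rRNA, the share of a library's hybrids was compared between media by an exact permutation test that kept each protein's libraries apart, over 2025 relabellings. With Benjamini-Hochberg adjustment 0 snoRNAs had an adjusted p under 0.05, and 5 had an unadjusted p under 0.05. The smallest p belonged to snR128, whose share was 13.4 points higher in ethanol and glycerol (p = 0.0212, exact permutation; adjusted p = 0.306). The next were snR17a with 2.03 points (p = 0.0257, exact permutation), snR45 with 0.189 points (p = 0.0262, exact permutation), snR68 with 1.31 points (p = 0.0291, exact permutation) and snR51 with 1.20 points (p = 0.0499, exact permutation). Fisher's exact test on hybrids pooled over libraries, which treats every hybrid as independent, called 15 snoRNAs that changed in the same direction with Nop1 and Nop56.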

Some snoRNAs indeed displayed different binding pattern under different growth conditions (shown for snR4 in Supplementary Figure 3). 

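snR4 formed 0.833% ± 0.535 (SD, n = 8) of pre-rRNA hybrids with Nop1 in glucose and 0.619% ± 0.223 (SD, n = 2) in ethanol and glycerol. With Nop56 the shares were 0.459% ± 0.579 (SD, n = 8) and 0.214% ± 0.0652 (SD, n = 2). The Nop56 mean in glucose was raised by library 7 with 1.79%, as no other library of that group exceeded 0.621%. Leaving out glucose libraries was not run. The mean difference of -0.229 points lay within the spread between libraries (two-sided exact permutation test within protein, p = 0.419). With the replicate number as a block it was -0.131 points over 4 pairs (exact sign-flip permutation, p = 0.75, where the smallest possible p is 0.125), and with the numbers crossed p was 0.375 in the same exact permutation. Deviations of same-numbered libraries had a correlation of -0.801, against 0.801 for crossed numbers. The distribution of snR4 hybrids along the pre-rRNA was compared in bins of 100 nt between 4 libraries from ethanol and glycerol and 10 from glucose with at least 5 snR4 hybrids. The total variation distance between the media, on a scale from 0 to 1, was 0.585, against a mean of 0.334 over the 420 relabellings (exact permutation test, p = 0.0190). In nt 4900 to 4999 of the pre-rRNA lay 47.2% of the hybrids in ethanol and glycerol and 20.6% in glucose, and in nt 5800 to 5899 lay 1.39% and 23.4%. These ethanol and glycerol values rest on 34 and 1 hybrids. With identical sequences of a library counted once the distance was 0.474 (exact permutation test, p = 0.0595), a setting chosen after seeing the data. From the different profiles the paper states that some snoRNAs bound differently in different growth conditions.

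**Figure D2:**
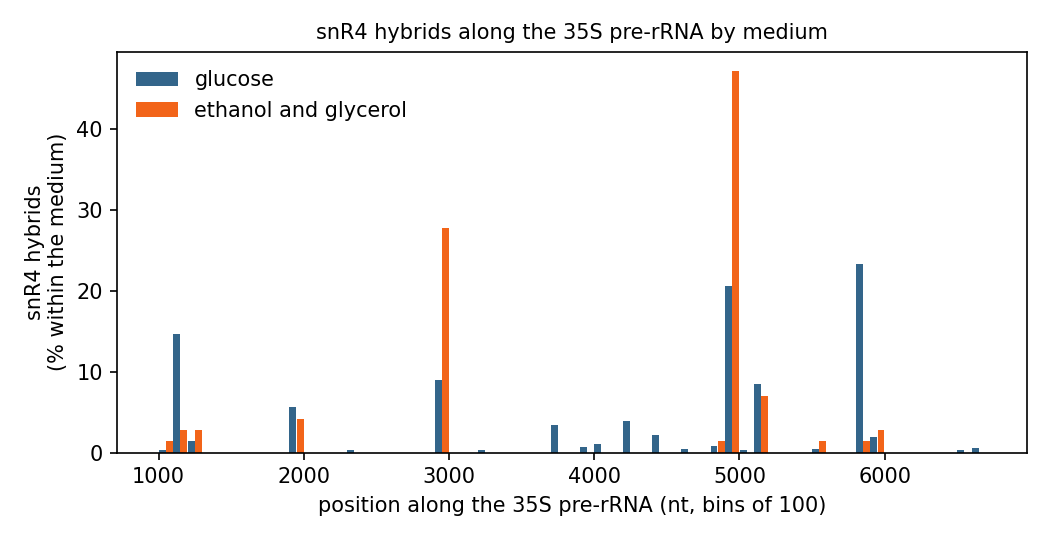
Distribution of snR4 hybrids along the 35S pre-rRNA (x axis, nt; y axis, percent of the hybrids in a medium), pooled over the Nop1 and Nop56 libraries in glucose or in ethanol and glycerol. In nt 4900 to 4999 the bars reach 20.6% in glucose and 47.2% in ethanol and glycerol.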

Values for the growth of strains in different growth media is available on figshare ( Dudnakova *et al*., 2018).

A small number of yeast box C/D snoRNAs are not implicated in rRNA methylation and hybrids with the rRNA were also recovered for these species ( Figure 3B). These are U3 (encoded by the genes *SNR17A* and *SNR17B*), snR4 and snR45. 

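The 2 U3 genes had 4064 reproducible hybrids with the 35S pre-rRNA in 21 libraries, 3230 from snR17a and 834 from snR17b. snR4 had 820 hybrids in 20 libraries, at 24 interaction sites, and snR45 had 280 in 15 libraries. Of the snR4 hybrids, 450 covered no known methylation site. Reads of the 2 similar U3 genes could have been assigned to either gene.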

U14 (encoded by *SNR128*) has two characterized sites of interaction; the sequence flanking box D directs methylation, while base-pairing of the sequence flanking box D’ is required for early pre-rRNA processing. 

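U14 hybrids fell mostly into 3 stretches. Around nt 77 to 99 of the 18S rRNA, the median ends of their fragments, lay 12996 hybrids, or 50.6%, whose U14 fragment spanned nt 22 to 54 in the median. Around nt 403 to 434 of the 18S rRNA lay 1827 hybrids, or 7.11%, from nt 99 to 126 of U14, and 1808 of them were in the guide position for nt 414. The third stretch, around nt 2642 to 2675 of the 25S rRNA, held 10470 hybrids or 40.7%, with a median energy of -26.6 kcal/mol. The limits of these stretches were set after seeing where the hybrids lay.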

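U3 hybrids with the 18S rRNA included 791 around nt 1061 to 1082, the median ends of their fragments, with a median energy of -17.3 kcal/mol, and 1103 around nt 1609 to 1644, with a median energy of -26.5 kcal/mol. They came from 19 and 18 of the Nop libraries. In the first 30 nt of the 18S rRNA there were 0 U3 hybrids.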

We recovered snR17(U3) interactions with 18S as previously described ( Kudla *et al*., 2011). 

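The U3 fragment reached within 15 nt upstream of box D in 3281 of the U3 hybrids with the pre-rRNA, or 80.7%. This share was 84.2% for snR17a and 67.4% for snR17b.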

U3 interacted with pseudoknot region of rRNA via its region located immediately upstream of the D box sequence and partially in the helix 3 ( Supplementary Figure 4). Earlier studies on U3 snoRNA structure and function showed that conserved boxes A, A’, B, C, C’ and D are important for U3 function in rRNA maturation. In contrast, helixes 2, 3, 4 were reported to be non-essential for U3 stability and function, although the essential protein Rrp9 binds to helixes 2 and 3 ( Samarsky & Fournier, 1998; Venema *et al.*, 2000).

We recovered multiple hybrids between these helixes and the 35S pre-rRNA ( Supplementary Figure 4 and Supplementary Table 2). 

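U3 hybrids with the 25S rRNA included 1012 around nt 2900 to 2933 in 16 libraries and 379 around nt 2320 to 2349 in 15 libraries. The first group was 24.9% of U3 hybrids pooled, but 4.55% in the median library. In the median, the U3 fragments spanned nt 458 to 490 and nt 441 to 478 of the unspliced gene. Box D lay at nt 482 of snR17a and nt 454 of snR17b. Which helix of U3 these hybrids involve was not determined. Altogether U3 had 57 interaction sites on the pre-rRNA. For snR17b, the largest site held 236 hybrids and joined nt 203 to 245 of the unspliced snoRNA gene to nt 2656 to 2675 of the 25S rRNA.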

The snoRNAs U3 and U3b are functionally redundant but essential for growth and pre-rRNA processing. To allow functional assays of U3, we deleted the *SNR17B* genetic locus and placed the expression of *SNR17A* under the control of a repressible *P _GAL_* promoter. For complementation tests, we generated a plasmid expressing the truncated mutant U3 under the endogenous promoter. Helixes 2 and 4 of wild-type U3 snoRNA were deleted and the region of mRNA interaction in the helix 3 was replaced with snR77 mRNA binding sequence ( Figure 4A). Analysis of a strain lacking the cluster genes, *SNR72-SNR78* (see Materials and Methods), showed no clear alterations in mRNA levels, making snR77 appear a suitable sequence donor. U3mut was expressed under the control of the native *P _SNR17A_* promoter in a strain carrying *P _GAL_::SNR17A, snr17b∆*, which conditionally expresses U3a under control of a galactose-inducible promoter and lacks U3b. In galactose medium, mutant U3m was stable and expressed at the levels comparable with endogenous U3a ( Figure 4B and Dudnakova *et al*., 2018). Following transfer to glucose to deplete endogenous U3, the strain was inviable ( Supplementary Figure 4) in contrast to the previous report ( Samarsky & Fournier, 1998). Maturation of 18S rRNA was inhibited, with accumulation of 23S and 27SA2 pre-rRNA ( Figure 4E). This phenotype reflects inhibition of pre-rRNA cleavage at sites A _0_, A _1_ and A _2_, and is characteristic of the effects of loss of U3 or U3-associated proteins, including Rrp9 ( Venema *et al.*, 2000; Zhang *et al.*, 2013). Rrp9 was shown to interact with U3 in the helix 2 and 4 regions, and box C was shown to be important for Rrp9 binding. We propose that U3 binding is needed to tether Rrp9 to the pre-ribosome during maturation. This suggestion was supported by RNA-immunoprecipitation ( Figure 4C, D) showing that Rrp9 was unable to bind the mutant U3, whereas Nop1 binding was similar for mutant and wild type U3.

**Figure 4.**
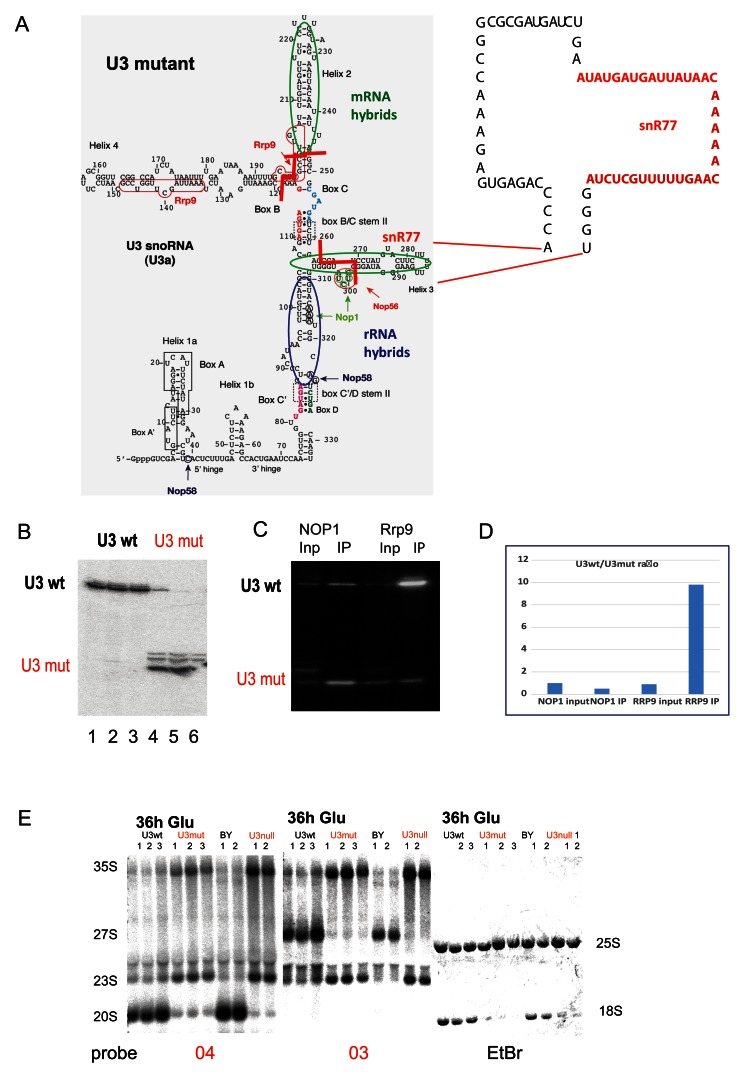
Effects of U3 mutations on pre-rRNA processing. ( **A**) Left: Predicted structure of U3A. Regions forming hybrids with the rRNA identified by CLASH are circled in blue. Regions forming hybrids with mRNAs are circled in green. End points of deletions are indicated with red lines. Major crosslinking sites for snoRNP proteins are indicated with arrows and nucleotides are circled. Right: Structure of U3 deletion construct. Regions deleted or substituted with the snR77 sequence are indicated with dotted lines. ( **B**) Northern blot showing expression of the wild type (U3 wt) and the truncated U3 (U3 mut). Lanes 1–3 and 4–6 show biological triplicates. ( **C**) RNA IP northern blot from the strains expressing either TAP-Nop1 or TAP-Rrp9 and mutant U3. ( **D**) Quantification of RNA IP. Signal densitometry of the selected lanes were measured with AIDA Image Analyzer v.4.15 densitometry software and plotted. ( **E**) Northern analysis of pre-rRNA processing following transfer of the U3mutant strain to glucose medium for 36 h. U3 strains have endogenous U3 expression under *P _GAL_* control, complemented by plasmid expression of wild type U3 (U3 wt lane) or the truncated mutant (U3mut lanes). As controls, the parental strain (BY) and the non-complemented (U3null lanes) strains are shown. Lanes 1–3 or 1 and 2 for each sample show biological replicates. Site A2 is the 3’ end of the 20S pre-rRNA and the 5’ end of 27SA and 27SB pre-rRNAs. Probe 03 is located in the ITS1 region of the pre-rRNA, 3’ to cleavage site A2. Probe 04 is located in the ITS1 region 5’ to site A2.

### Targets for snR4 and snR45

The non-essential snoRNAs snR4 and snR45 were not known to play any role in ribosome synthesis when these analyses commenced. Strains carrying *snr4∆* or *snr45∆* showed no detectable growth defect relative to the isogenic wild-type ( Supplementary Figure 5A and Dudnakova *et al*., 2018). As snR4 and snR45 were the only snoRNAs whose deletion did not impact on ribosome synthesis, it seemed feasible that they might have redundant functions, and we therefore generated double mutant strains carrying *HISMX6-P _GAL1_::SNR45 snr4∆* and *HISMX6-PGAL1-SNR4 snr45∆*. However, growth of the double mutant strain on glucose medium to deplete the GAL-regulated snoRNA did not confer a detectable growth phenotype ( Supplementary Figure 5A).

To test for evolutionary conservation, the *SNR4* and *SNR45* sequences were analyzed using NCBI BLAST *,* optimizing for somewhat dissimilar sequences (blastn). A block of ~200nt was identified around the synonymous regions from distantly related fungal genomes and aligned using the MultAlin online alignment tool ( Corpet, 1988). *SNR45* shows regions of conservation to fungal homologues and human U13 (SNORD13) ( Supplementary Figure 5). Conservation was high over the 5’ region, box C (nts 28-34), box D’ (nts 97-100), box C’ (nts 108-114) and box D (nts 193-196). However, the regions flanking box D and D’, which would be the expected locations of the methylation guide were poorly conserved, whereas a well-conserved region was identified, ** spanning nts 140-151 ( Supplementary Figure 6).

Comparison of *SNR4* to fungal homologues ( Supplementary Figure 6) showed around box C (nts 15-21). Box C’ is also highly conserved (nts 123-129) but no clear D’ box, was identified. Box D is well conserved at nucleotides 184-187. A further well-conserved region was noted (nts 146-155), which does not correspond to known structural features or the expected location of a methylation guide sequence.

While this work was underway, it was reported that snR4 and snR45 direct 18S rRNA acetylation, at positions m5C1280 and m5C1773, respectively ( Sharma *et al.*, 2015; Sharma *et al.*, 2017). Analysis of the CLASH data identified hybrids between snR4 and snR45 and sequences flanking the acetylated residues. 

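Within 40 nt of the acetylated residue of the 18S rRNA assigned to snR45 there were 5 snR45 hybrids before filtering and 4 reproducible ones, from 2 libraries. Their predicted energies ranged from -23.1 to -12.9 kcal/mol, and 3 of them covered the residue.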

For snR45, we recovered two snR45 hybrids with the sequence flanking ac ^4^C1773 ( Supplementary Figure 5). The nucleotides involved in base-pairing correspond to the region high conservation noted in snR45 homologues. 

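In the 4 reproducible hybrids, the snR45 nucleotides paired to the 18S rRNA in at least 50% of the structures lay between nt 101 and 127. In this numbering, from the first mature nucleotide, the guide nucleotide upstream of box D is nt 158. The paper gives box D of snR45 a higher position, so its positions cannot be compared directly with these. Counted back from box D in each numbering, the paper's conserved region lies within nt 101 to 127. With 4 hybrids no spread between libraries could be given.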

Notably, in analyses of human snoRNAs (manuscript in preparation), we identified a homologous interaction between U13 and the corresponding methylation site Ac1842 ( Supplementary Figure 5).

Supplementary Figure 6 shows two examples of the 17 hybrids found between snR4 and this the region of 18S rRNA upstream of the ac ^4^C1280 (∆G -13.8). 

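Counting hybrids whose 18S fragment lay over the 40 nt up to the acetylated residue assigned to it, snR4 had 52 before filtering and 50 reproducible ones, in 10 libraries. Of the reproducible hybrids 39 covered the residue itself. Their median energy was -23.5 kcal/mol and the highest was -12.4 kcal/mol. With identical sequences of a library counted once, 40 hybrids remained.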

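For the snR4 hybrids near this acetylated residue of the 18S rRNA, the snoRNA nucleotides paired to the rRNA in at least 50% of the structures lay between nt 134 and 150. The guide nucleotide upstream of box D is nt 173 here, and the paper's numbering of snR4 differs as well. Counted back from box D in each numbering, the paper's conserved region lies within nt 134 to 150.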

The nucleotides involved in base-pairing corresponded to the region of high conservation between fungal snR4 homologues. Even using this region of conservation, no clear human homologue could be identified for snR4.

### Mtr4 is associated with non-cognate snoRNA interactions

Many apparently stable (i.e. ∆G < -12 kcal mol ^-1^) snoRNA interactions were recovered at rRNA sites not predicted to guide methylation. 

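Of all reproducible snoRNA hybrids with the pre-rRNA, 29704 or 25.4% covered no known methylation site. U14 contributed 14736 of them, snR40 2658, snR190 1719, snR30 1591 and U3 1533.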

Mtr4 is a 3’-5’ RNA helicase and cofactor for the nuclear exosome complex, which appeared to be candidate factor that might participate in displacing snoRNAs from the pre-rRNA, particularly those bound at inappropriate locations. We therefore generated CLASH data for Mtr4-HTP ( Delan-Forino *et al.*, 2017). 

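The Mtr4 data comprised 1 library from glucose with 2144 hybrids and 1 from ethanol and glycerol with 1245 hybrids, deposited in the same form as the Nop libraries. Mtr4 hybrids were filtered among themselves, with the same energy and overlap criteria. This kept 1254 hybrids, of which 118 joined a snoRNA and the 35S pre-rRNA, 83 from glucose and 35 from ethanol and glycerol. Without replicates in either medium, no difference between media could be tested for Mtr4. At this depth the smallest share of pre-rRNA hybrids that could be seen, 3 hybrids, was 2.54%. Of the hybrids before filtering, 41.0% had an energy of -12 kcal/mol or below and the median energy was -7.9 kcal/mol.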

Single hits from Mtr4 CLASH demonstrated the binding profile consistent with the known role of Mtr4 in pre-rRNA processing and previous results ( Figure 5A) ( Delan-Forino *et al.*, 2017). Mapping snoRNA hybrid hits on the pre-rRNA showed that most chimeras recovered overlapped known methylation sites ( Figure 5B). 

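Of the 118 reproducible Mtr4 hybrids with the pre-rRNA, 77 or 65.3% covered a known methylation site (95% Wilson interval 56.3% to 73.2%). The pooled Nop share was 74.6%.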

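The Mtr4 hybrids with the pre-rRNA came from 13 snoRNAs. U14 had 26, of which 13 covered a methylation site and 5 were in the guide position. Of 16 hybrids of snR17a, 4 covered a site and 0 were in a guide position, since U3 guides no methylation. For snR24 12 of 14 hybrids were in the guide position, for snR39B 13 of 13 and for snR55 11 of 11.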

Strikingly, however, when analyzed individually, the snoRNA binding profiles predominately do not show the expected binding pattern for methylation guide interactions. Chimeras recovered with Mtr4 and predicted to correctly guide methylation constituted only 7.2% of all hybrids overlapping methylation sites ( Figure 5C, D), in contrast to 53% for Nop1, Nop56 and Nop58.

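Of the Mtr4 hybrids over a methylation site, 61 or 79.2% were in the guide position (95% Wilson interval 68.9% to 86.8%), counted as for the Nop libraries. The mean of the 2 Mtr4 libraries was 74.0%, and differed from the mean of the 26 Nop libraries by -8.61 points, within the spread between Nop libraries (two-sided exact permutation test, p = 0.336). Requiring 10 consecutive base pairs changed the difference to -19.4 points (exact permutation test, p = 0.0370). In that setting the Mtr4 share was 75.0% in glucose and 41.2% in ethanol and glycerol. The Nop mean was 77.5% ± 11.4 (SD, n = 26). The difference thus came mainly from the ethanol and glycerol library, and the test did not keep the media apart. Over all reproducible hybrids at the sites, whatever their RNA class, guide hybrids were 12.4% for Mtr4 and 60.2% for Nop. This denominator was chosen after seeing the data. Only 77 of its 493 Mtr4 hybrids joined a snoRNA to the pre-rRNA, against 87041 of 113792 for Nop. The gap came from the mix of RNA classes, since within those snoRNA hybrids the guide shares were 79.2% and 78.7%. The paper contrasts the guide shares of the 2 data sets, and from this contrast proposes that Mtr4 relieves docking at non-cognate sites.

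**Figure D3:**
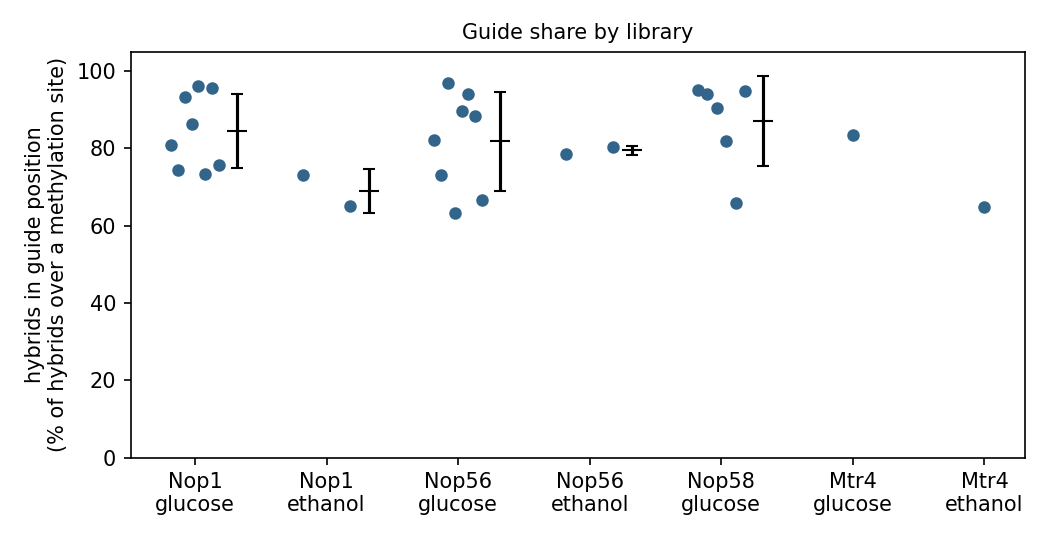
Share of hybrids over a methylation site that are in the guide position (y axis, percent) in each Nop and Mtr4 library, by protein and medium. Points are libraries and bars give the mean and SD where there is more than 1; the mean of the 2 Mtr4 libraries is 74.0%.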

**Figure 5.**
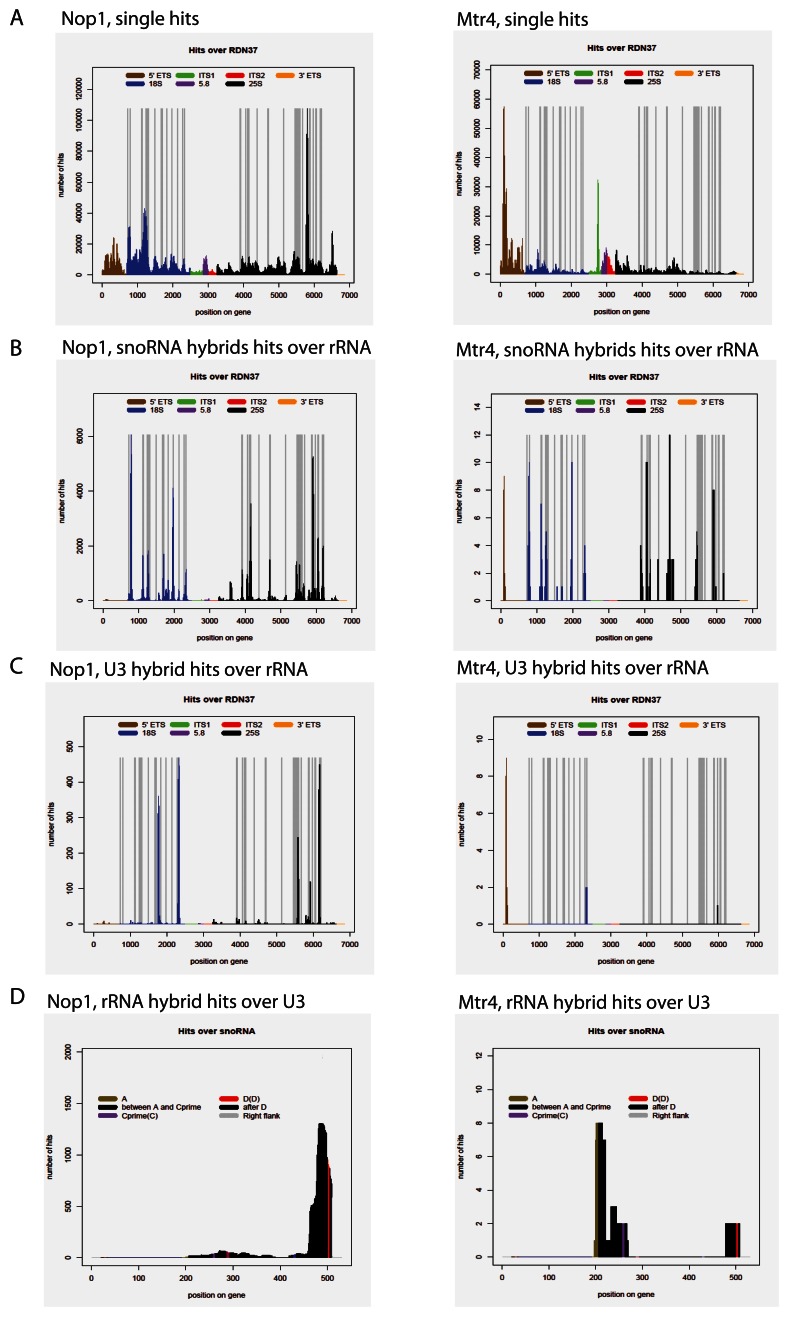
Comparison of snoRNA-rRNA interactions obtained in NOP1 and MTR4 CLASH. NOP1 CLASH data shown on the left, MTR4 CLASH data shown on the right. ( **A**) Single hits mapped to the rDNA. ( **B**) All snoRNA chimeras mapped to the rDNA. Vertical bars in grey indicate the sites of rRNA 2’- *O*-methylation. ( **C**) Distribution chimeric reads involving snR17A/snR17B (U3). ( **D**) Distribution of RDN37 chimeric reads over the *SNR17A* gene.

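Among the 77 Mtr4 hybrids over a methylation site, 61 involved the cognate snoRNA and the remaining hybrids did not. The smallest share that 3 of 77 hybrids could show was 3.90%.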

We propose that snoRNA docking at non-cognate sites is common, but is specifically relieved by the activity of Mtr4.

### snoRNA-snoRNA interactions

Numerous stable, reproducible snoRNA-snoRNA hybrids (15,736) were identified. 

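Reproducible snoRNA-snoRNA hybrids numbered 15760. This number depended on the energy cutoff, falling to 5950 hybrids at -15 kcal/mol, and 9194 remained with identical sequences counted once.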

The majority represented snoRNA intermolecular stems, which reveal potential information on snoRNA secondary structure. In addition, 2,734 hybrids represented interactions between different box C/D snoRNAs, including 78 different snoRNA-snoRNA combinations.

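In 13000 snoRNA-snoRNA hybrids, or 82.5%, both fragments came from the same snoRNA. snR17a alone formed 10315 of these, in 25 libraries. The next were snR17b with 639, snR8 with 278 and snR128 with 258 hybrids.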

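Different box C/D snoRNAs, among 47 counted as such, formed 1129 reproducible hybrids in 65 combinations when hybrids between the 2 U3 genes were left out, and 55 combinations were found in at least 2 libraries. The U3 genes formed 1547 hybrids with each other, and counting these as hybrids between different snoRNAs, a setting adopted after seeing the data, gave 2676 hybrids. The largest combination was snR128 with snR40, with 366 hybrids in 13 libraries and a median energy of -21.2 kcal/mol. snR190 with snR39B had 219 hybrids, snR128 with snR76 had 76, snR190 with snR64 had 69 and snR128 with snR64 had 63.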

Interactions were also identified between mature snoRNA sequences and the 5’ and 3’ flanking regions. These presumably occur within the snoRNA precursors and potentially function during snoRNP biogenesis ( Figure 6). 

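The deposited snoRNA records extend 20 nt beyond each end of the mature snoRNA. Of 31520 fragments in reproducible snoRNA-snoRNA hybrids, 1.09% reached into the 5′ flank and 2.51% into the 3′ flank. When both fragments came from the same snoRNA, these shares were 0.212% and 1.74%. For hybrids between different snoRNAs they were 5.22% and 6.14%. Among the 116745 snoRNA fragments of reproducible hybrids with the pre-rRNA they were 2.72% and 9.40%. Both lay above the values for all snoRNA-snoRNA hybrids, so reaching into the flanks was not limited to that class. The class value was weighted by snR17a, which gave 22222 of the fragments, 0 of them in the 5′ flank. Hybrids between different snoRNAs reached the 5′ flank more often, and the 3′ flank less often, than hybrids with the pre-rRNA. Positions beyond the 20 nt of flank could not be examined.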

Notably, the region 70 nt 3’ to the mature snoRNA was a strongly favored target, both for presumed interactions in *cis* within the pre-snoRNA and in *trans* with other snoRNAs. These positions potentially represent important regulatory sites that are presented for RNA binding. 

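For snR128, 17.1% of 1060 fragments in snoRNA-snoRNA hybrids reached into the 3′ flank and 0.472% into the 5′ flank. For snR190, 39.5% of 514 fragments reached into the 5′ flank and 10.5% into the 3′ flank.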

We noted that the pattern was different for snR128, potentially related to its production from a bicistronic precursor with snR190. Based on these finding we speculate the existence of regulatory loops, particularly in snoRNA biogenesis.

**Figure 6.**
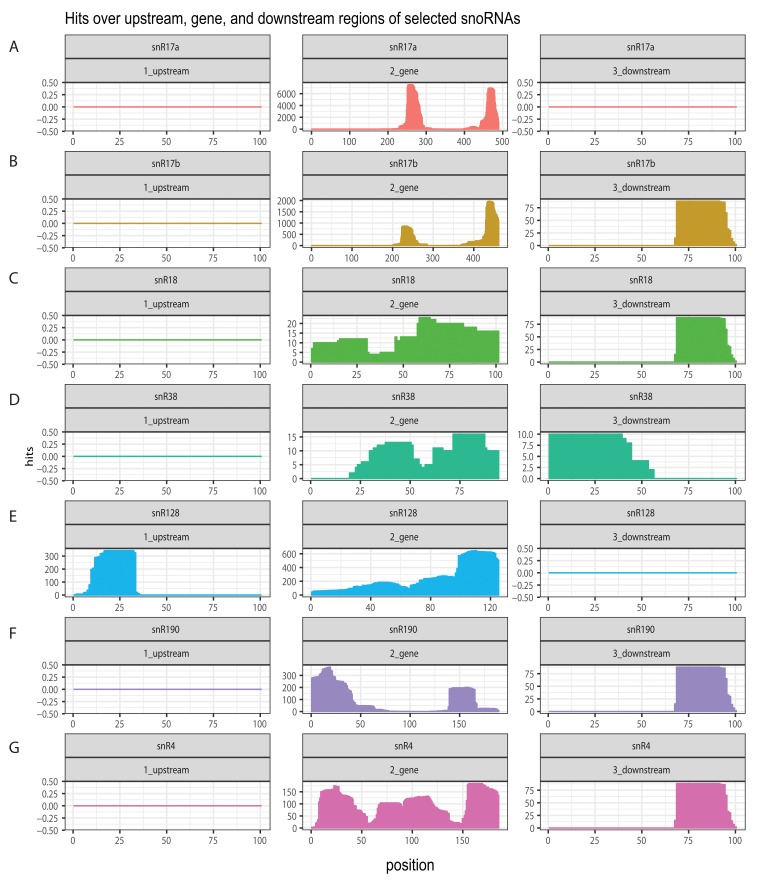
Distribution of snoRNA hits over the corresponding snoRNA genetic locus. Chimeric snoRNA-snoRNA cDNAs were mapped onto the genetic locus containing the snoRNA gene with 100bp upstream and downstream regions; the number of hybrid hits for each position was plotted. ( **A**) snR17a; ( **B**) snR17B; ( **C**) snR18; ( **D**) snR38; ( **E**) snR128 (U14); ( **F**) snR190; ( **G**) snR4.

### snoRNA-mRNA interactions

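Before filtering, 4584 hybrids of the Nop libraries joined a snoRNA and an mRNA, or 1.90% of all hybrids. Of these, 551 joined an intronic snoRNA to the gene that hosts it.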

A potentially significant class of snoRNA chimeras involved snoRNA-mRNA interactions, which constituted 1.9% of all chimeric reads. These included 1,368 reproducible hybrids that represented 448 distinct interactions involving 39 snoRNAs and 382 mRNAs. 

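Reproducible snoRNA-mRNA hybrids numbered 1508 and represented 477 pairs of a snoRNA and an mRNA, from 39 snoRNAs and 404 mRNAs. Of these pairs 209 were found in at least 2 libraries, and 296 rested on 2 hybrids. When support from 2 libraries was required, 849 hybrids remained. The pair with most hybrids was snR190 with RPS6A, with 54 hybrids in 8 libraries. snR128 with YDR278C had 28, snR190 with RPL13B had 25, snR24 with UBR2 had 24 and snR190 with TIF2 had 18.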

Only hybrids with energy of interaction dG <-12 kcal mol ^-1^ and independently recovered at least twice were included in analyses. Analyzing the distribution of reproducible snoRNA interactions across gene features identified 105 sites in 5’ UTRs, 1276 sites in coding sequences, 32 sites in introns and 61 sites in 3’UTRs ( Figure 7). 

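The 5 snoRNAs with most mRNA hybrids, taking the U3 genes together, formed 62.9% of them (95% Wilson interval 60.4% to 65.3%). snR190 formed 21.4%, U3 15.3%, snR128 12.1%, snR76 8.49% and snR40 5.57%. In the 15 libraries with at least 20 mRNA hybrids, the share of the 5 ranged from 47.6% to 80.0%. Without filters it was 44.1%.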

Five snoRNAs (snR190, snR17a/b (U3), snR128 (U14), snR76, snR40) formed 63% of the recovered mRNA hybrids. Hybrids were also frequently recovered with snR39B and the orphan snoRNAs snR4 and snR45. 

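snR39B had 30 reproducible mRNA hybrids and ranked 12th, snR4 had 25 and snR45 had 46.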

Notably, several snoRNAs interacted with mRNAs via regions that were distinct from the rRNA binding sites (shown for snR128 (U14) in Figure 7). 

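Among U14 hybrids with mRNAs, the middle of the U14 fragment lay in nt 41 to 60 in 31.7% and in nt 101 to 120 in 19.7% of 183 hybrids. Among its hybrids with the rRNA, the same stretches held 15.2% and 45.1%. In nt 1 to 20 of U14 lay 12.6% of the mRNA hybrids and 0.237% of the rRNA hybrids. Further, nt 81 to 100 held 19.7% and 3.65%, and nt 21 to 40 held 12.0% and 35.6%. For snR190, nt 21 to 40 held 48.4% of 322 mRNA hybrids and 61.6% of 3414 rRNA hybrids. Its nt 141 to 160 held 18.0% of the mRNA hybrids and 5.24% of the rRNA hybrids, and nt 161 to 180 held 5.59% and 1.38%.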

The filtered list of stable, reproducible snoRNA-mRNA interactions is presented in Supplementary Table 3; the complete list of interactions and sites is given in Supplementary Table 4.

**Figure 7.**
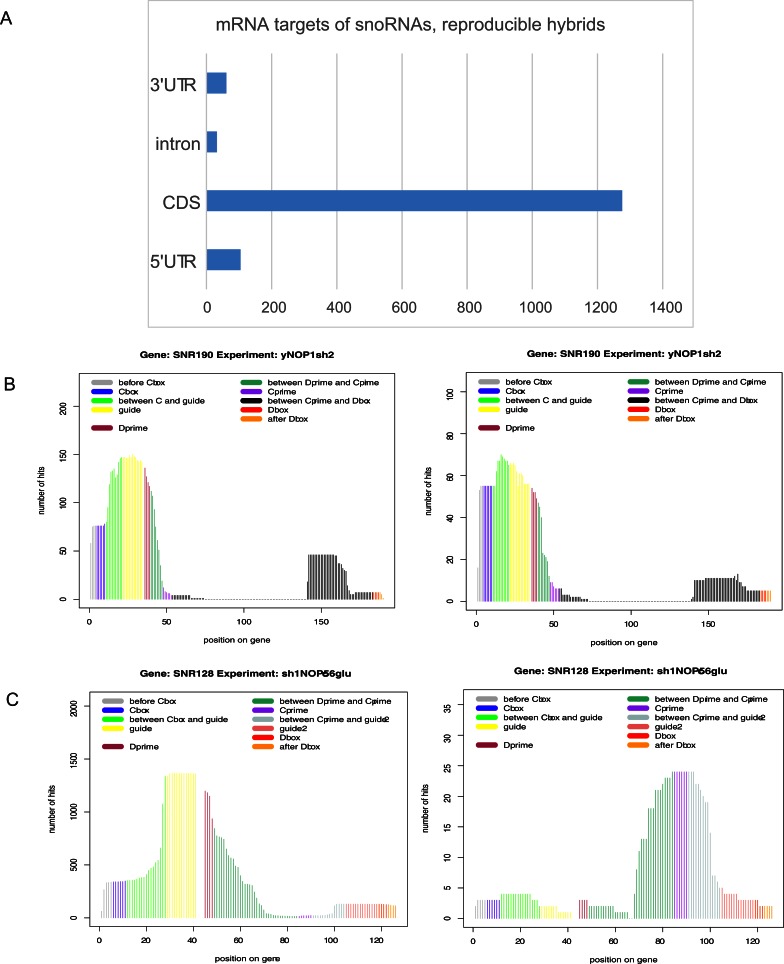
snoRNA-mRNA interactions. ( **A**) Distribution of snoRNA hits over mRNA features. Chimeric cDNAs between snoRNA sequences and the mRNA sequences were identified by mapping to the yeast genome (ensembl release 77; see Methods) followed by allocation to the annotated mRNA features. The number of snoRNA hybrids involving mRNA UTRs, exons or introns was plotted. ( **B**) Hybrid hits involving rRNA (left) and mRNA (right) hits plotted over snR190. ( **C**) Hybrid hits involving rRNA (left) and mRNA (right) hits plotted over snR128 (U14).

Most snoRNA-mRNA duplexes are predicted to represent “structural” interactions that do not direct RNA methylation. However, we discovered 15 snoRNA-mRNA interactions that potentially promote methylation of target mRNAs ( Supplementary Table 5).

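With at least 10 consecutive base pairs reaching the nucleotide 5 nt upstream of box D or D′, 362 of the reproducible snoRNA-mRNA hybrids, or 24.0%, were in a guide arrangement.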

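Those guide arrangements fell at 113 pairs of a snoRNA and an mRNA position. The number was 182 when 7 consecutive base pairs were accepted and 65 with support from 2 libraries. The 113 pairs include some of U3, which guides no methylation, such as snR17a with position 3852 of CHC1. Some hybrids were counted at 2 nearby positions, such as those of snR48 at positions 406 and 408 of DIB1. All 14 interactions listed in the paper's Supplementary Table 5 had reproducible hybrids, and 10 of them met the criterion of 10 base pairs. With 7 base pairs 12 did, at the listed position. The arrangement with most hybrids was snR24 with position 5807 of UBR2, with 24 hybrids in 5 libraries.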

We observed a correlation between hybrid and single mRNA hits, supporting the specificity and relevance of the hybrids ( Supplementary Figure 7; see Pearson correlation between hybrid and single hits). In contrast, there was no clear correlation between mRNA expression level and presence in snoRNA hybrids ( Supplementary Figure 7). These findings support the conclusion that the RNA-RNA chimeras recovered represent *in vivo* interactions.

### Depletion of U3

A strain carrying *P _GAL1_::SNR17A, snr17b*∆, was transferred to glucose medium for 36 h to deplete U3. Changes in mRNA abundance were assessed by RNA-seq with NEBNext kit using a RiboMinus system to deplete rRNA from the samples. Sequence reads were mapped to the yeast genome and changes were quantified using DeSeq2 and Kallisto (see Methods).

The mRNA expression profiles obtained for U3 depletion were compared to CLASH data, to determine whether mRNAs showing altered abundance following snoRNA mutation are enriched for direct binding targets ( Figure 8A). Most mRNAs showing altered abundance were not U3 CLASH targets, although these were significantly over-represented (red dots in Figure 8A) (Chi Square Test; P<0.05). In addition, mRNA targets of snoRNAs other than U3 were also altered in the U3 strain (red dots in Figure 8B). This might reflect the finding that the mutant U3 does not support ribosome biogenesis and 35S pre-rRNA is accumulated. This might act as a sponge, leading to snoRNA sequestration on the pre-rRNA and reduced availability for mRNA binding. At the same time, snoRNAs acting in the later stages of ribosome biogenesis might show reduced rRNA binding, potentially freeing them to bind non-ribosomal targets. 

**Figure 8.**
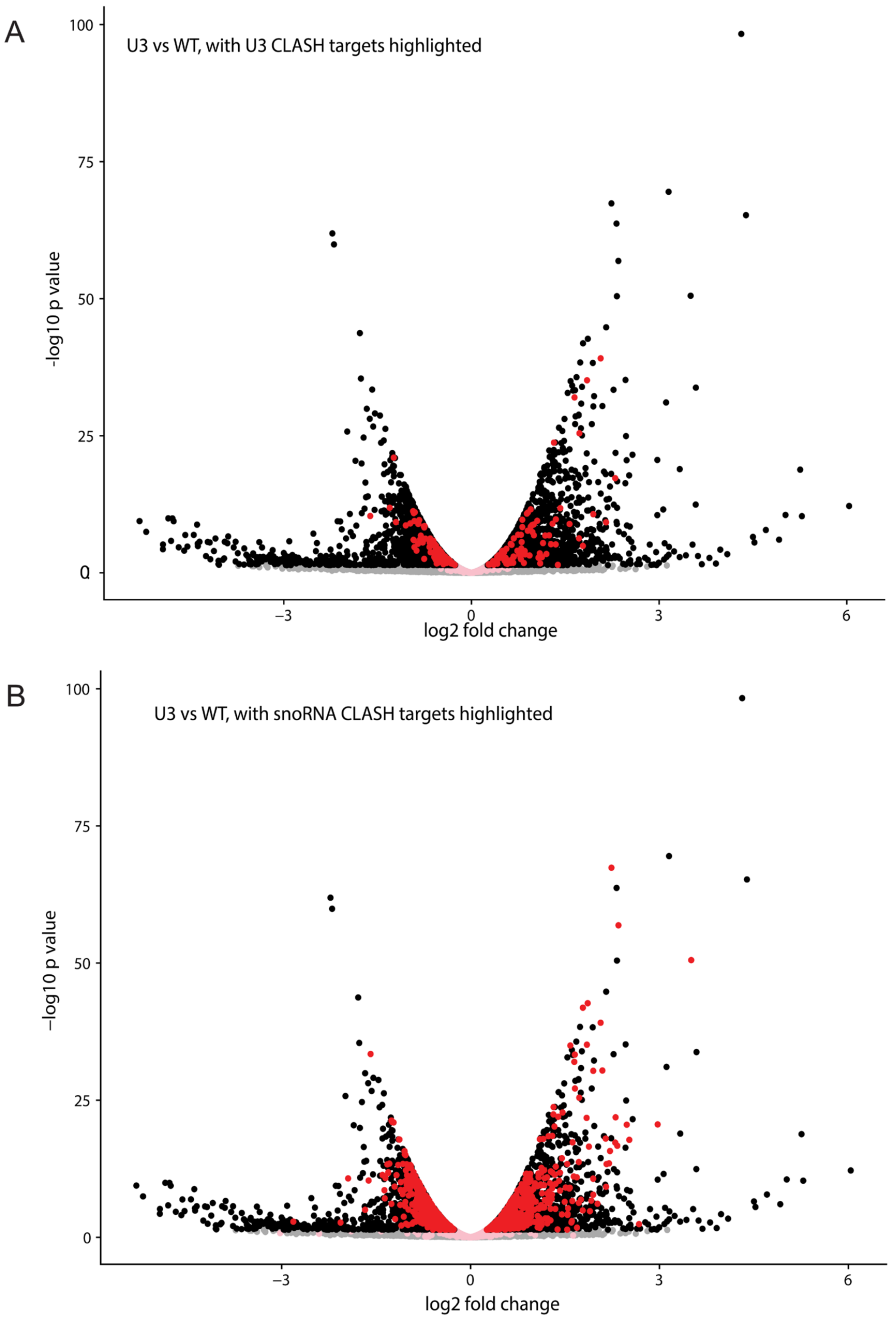
Differential RNA expression in strains expressing mutant U3. Volcano plot showing differential RNA expression in strains expressing mutant U3 compared to the wild type following growth in glucose medium for 36 h. RNA sequencing was performed following Ribominus selection. X axis shows log _2_ of normalized RNA fold change with negative values signifying decreased in RNA expression in the mutant. Y axis shows –log _10_ of the p-value. Significantly differentially expressed genes are either black (non-CLASH targets) or red (CLASH targets). ( **A**) U3 targets are highlighted in red; ( **B**) All snoRNA targets are highlighted in red.

### Depletion of snR4

To assess potential roles for snR4 in mRNA expression or stability, the *SNR4* gene was deleted from strain BY4741. The effects of *snr4∆* on mRNA levels were assessed under normal growth conditions of SD (glucose) medium at 30°C ( Figure 9A) and following stress induced by brief transfer to ice-cold PBS ( Figure 9B); the conditions used for initially reported snoRNA CLASH analyses ( Kudla *et al*., 2011). RNA abundance was assessed by RNA-seq as described for the U3 mutant strain.

**Figure 9.**
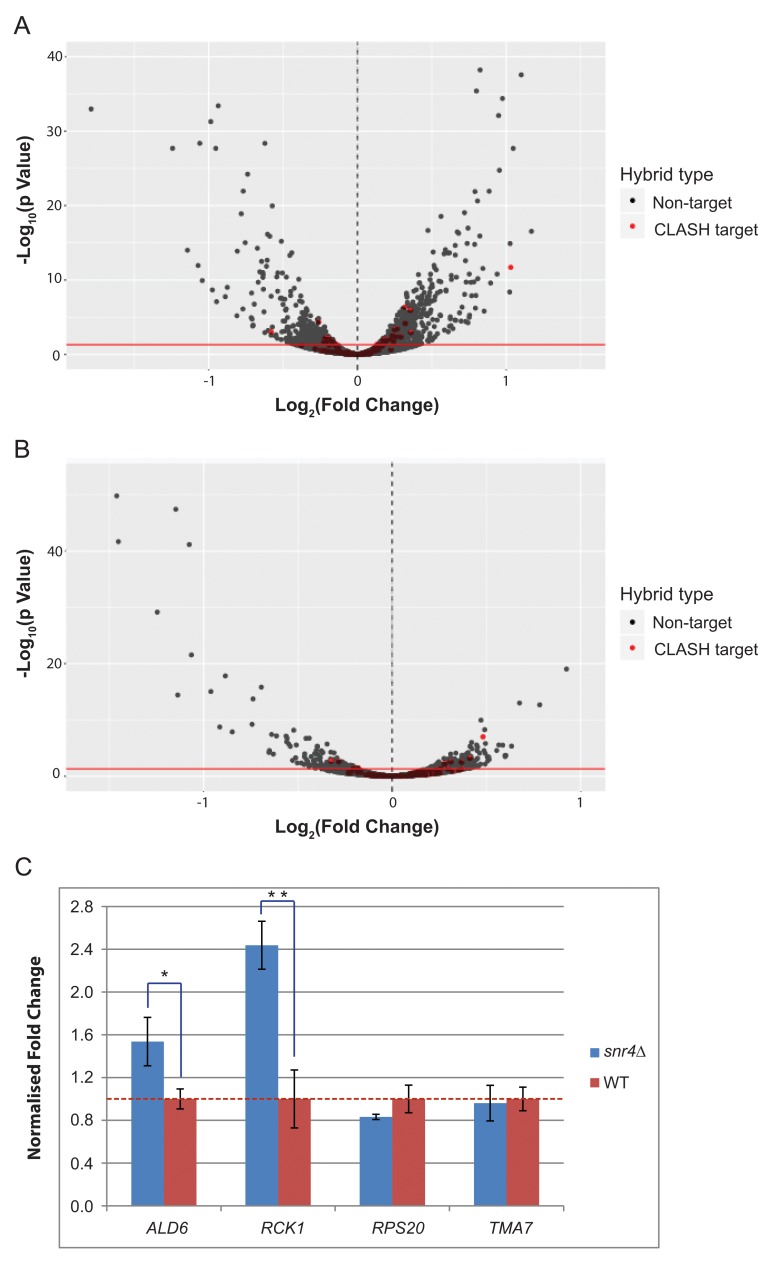
Volcano plot showing differential expression of RNAs during snoRNA deletion, using poly(A)+ selected samples. ( **A**) Differential expression of poly(A)-tailed RNAs following growth in standard conditions in *snr4∆*, compared to WT. The dotted line at 0 signifies normalized WT RNA expression level. Negative values show a decrease in RNA expression, while positive values signify an increase in RNA expression upon snoRNA deletion. Y axis shows –log10 of adjusted p value. Red line indicates p=0.05. Red dots indicate a direct target from CLASH data. ( **B**) As in ‘A’, but harvested transfer for 20 min into the media containing 2% EtOH/glycerol as the carbon source. ( **C**) RT-qPCRs showing fold change of CLASH targets following growth in standard conditions. Fold change of snR4 targets in the *snr4∆* strain compared to WT strain. All samples were normalized to S. pombe *ACT1*, then to *TAF10*, then to WT gene expression level. Red dotted line denotes relative WT expression level. RT was performed using oligo (dT) primers. One asterisk denotes p<0.05, two asterisks denote p<0.01.

As for U3, most mRNAs showing apparently altered abundance were not snR4 CLASH targets. However, there was a statistically significant (Fisher’s exact test; P <0.05) over-representation of mRNAs identified as interacting with snR4 in CLASH analyses among species showing altered accumulation in *snr4∆* strains, both during normal growth and following stress ( Figure 9A, B). RNAs showing both altered expression in *snr4∆* and recovery as snR4-mRNA hybrids were enriched in GO terms for genes involved in metabolic processes. These data suggest a possible role of snR4 in stress response, which would be consistent with differences in snR4 binding to rRNA in normal growth and stress conditions.

Selected snR4 CLASH targets that were also found to be altered in abundance by RNA-seq were further tested by RT-qPCR ( Figure 9C). Consistent with RNA-seq data, mRNAs abundances were reduced in strains lacking snR4 and showed greater effects following transfer to cold PBS than during exponential growth on glucose medium. The effects were statistically significant, but of low magnitude. Figure 9C shows the relative fold changes for the three snR4 CLASH targets and *RCK1* along the y axis, compared to WT. The red dashed line indicates a fold change of 1, showing the WT normalized expression for each gene. In standard conditions upon *SNR4* deletion, *ALD6* had a fold change of 1.54. This matched the direction of the fold change of 2.0 shown in poly(A) ^+^ selected RNA sequencing. *RCK1* showed a fold change of 2.4, which was similar to the 2.8 fold change observed in RNA sequencing. Both *ALD6* and *RCK1* had statistically significant differential expression upon *SNR4* deletion, with p values of 0.019 and 0.002, respectively. The negative control *RPS20* showed a fold change of 0.83 by qPCR, which is comparable to its fold change of 0.874 from RNA sequencing. However, the p value was 0.091, which is not significant. Similarly, *TMA7* showed a fold change of 0.860 in RNA sequencing, but had a fold change of 0.96 in qPCRs, with a p value of 0.75. Full Ct values obtained from RT-qPCR are available on figshare ( Dudnakova *et al*., 2018).

## Discussion

We report the systematic analysis of yeast snoRNA interactions, by CLASH analyses using tagged forms of the major snoRNP proteins as bait. The previously described, cognate snoRNA-rRNA pairs were recovered for most sites of yeast rRNA methylation. A further yeast snoRNA-rRNA interaction matched the consensus for methylation guide activity, but did not correspond to a reported site of methylation. In addition, we recovered a large number of snoRNA-rRNA interactions that are not predicted to direct methylation, but which would be expected to block methylation-guide interactions by other snoRNA species. Recent data point to the regulation of rRNA methylation levels in human cells (see for example ( Erales *et al.*, 2017); reviewed by ( Sloan *et al.*, 2017)) and at least one methylation and a pseudouridine site in the yeast rRNA are substoichiometric ( Buchhaupt *et al.*, 2014; Taoka *et al.*, 2016). Competitive interactions between snoRNAs offer a possible mechanism for regulating modification efficiencies.

CLASH analyses with the RNA helicase and surveillance factor Mtr4 revealed a significantly different pattern from the snoRNP proteins. 

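Per library, 72.3% of the Mtr4 hybrids in glucose (60 of 83, 95% Wilson interval 61.8% to 80.8%) and 48.6% in ethanol and glycerol (17 of 35, 95% Wilson interval 33.0% to 64.4%) covered a methylation site. In the Nop libraries the share was 75.6% ± 11.7 (SD, n = 26).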

Interactions between snoRNAs and rRNAs identified in association with Mtr4, predominately occurred at methylation sites. However, only a small fraction (~7%) represented cognate methylation guide interactions, compared to the ~60% cognate interactions identified with the snoRNP proteins. It was previously reported that the helicase Prp43 plays a role in unwinding cognate snoRNA-rRNA interactions ( Bohnsack *et al*., 2009). 

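In glucose, the Mtr4 guide share was 83.3% (50 of 60 hybrids, 95% Wilson interval 72.0% to 90.7%) and lay above that of 10 of the 22 Nop libraries. In ethanol and glycerol it was 64.7% (11 of 17 hybrids, 95% Wilson interval 41.3% to 82.7%) and below each of the 4 Nop libraries, the lowest of which had 65.0%.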

CLASH data are not available for Prp43, but the snoRNAs most frequently bound (snR51, snR72 and snR60) show only limited overlap with the major interactors for Mtr4 (snR128, snR17a, snR55, snR60, snR69). 

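U14 formed 22.0% of the Mtr4 hybrids with the pre-rRNA, snR17a 13.6%, snR24 11.9%, snR39B 11.0%, snR76 10.2% and snR55 9.32%. snR60 and snR69 had 2 hybrids each, and snR51 and snR72 had 0, below the 3 hybrids set as the smallest visible number.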

We predict that Mtr4 plays an important surveillance role in dissociating incorrect but stable snoRNA interactions. The basis of the recognition of these interactions remains unclear. However, we note that the yeast snoRNAs are of low abundance relative to the high rate of ribosome synthesis, implying rapid release following RNA modification ( Bohnsack *et al*., 2008). The extended base-paired interactions between snoRNAs and targets are expected to be very stable under physiological conditions, indicating the need for helicase activities. It seems feasible that productive, cognate snoRNA-target interactions are rapidly recognized and dissociated, whereas the non-cognate interactions are of longer duration. This could lead to backup recognition by the nuclear RNA surveillance system, of which Mtr4 is a key component.

A high prevalence of pre-snoRNA binding to other snoRNAs was observed. This could reflect compartmentalization, with enrichment of pre-snoRNAs in a subnuclear, or subnucleolar, region. An obvious possible domain would be the nucleolar body, in which snoRNA cap hypermethylation and snoRNP assembly are reported to occur ( Mouaikel *et al.*, 2002; Verheggen *et al.*, 2002). Interactions between different snoRNAs also have an obvious potential to regulate effective snoRNA availability and therefore methylation efficiency.

There are two yeast snoRNAs that have no known participation in ribosome synthesis, snR4 and snR45, and we therefore analyzed these species in more detail. Examining the conservation between distantly related fungi revealed that both *SNR4* and *SNR45* are well-conserved C/D box snoRNAs. However, both showed a pattern of conservation that was different from that of canonical box C/D snoRNAs, particularly in sequences flanking the box motifs, and each contained a similarly positioned region of high conservation that did not correspond to known structural features or the location of a methylation guide sequence. During this work, snR4 and snR45 were shown to guide C5 acetylation by the acetyl-transferase Kre33p of residues C1280 and C1773, respectively, in yeast 18S rRNA ( Sharma *et al*., 2017). Inspection of the snoRNA-rRNA hybrids identified base-pairing between the conserved regions and the sites of rRNA acetylation. More extensive base-pairing between snR4, snR45 and U13, and the 18S rRNA in the vicinity of the acetylation sites have been proposed ( Sharma *et al*., 2017). However, we did not recover hybrids corresponding to these potential interactions 

A large number of stable, reproducible snoRNA-mRNA interactions were also identified. It is currently unclear whether any of these mRNAs are actually targets for methylation, or the subcellular location of the interactions. snoRNA-mRNA interactions in the nucleolus are possible, but in metazoans snoRNAs and snRNAs undergo modification in the Cajal bodies. In yeast, snoRNA modification takes place in nucleolar bodies, which appears to be a potential site for snoRNA-mRNA binding. It is also worth noting that, although the nucleolus appears to be a stable structure when visualized in microscopy, or indeed when isolated from the cell, this impression is actually quite misleading. Nucleolar components have long been known to exchange rapidly with free cytoplasmic pools, a phenomenon that now seems likely to be due to the phase-separated nature of the nucleolus. Thus we cannot exclude the possibility that snoRNP-mRNA interactions take place in the nucleoplasm.

We observed that the absence of snR4 or mutation of U3 was associated with altered abundances of relatively small numbers of mRNA species. RNAs that were also identified as CLASH targets were statistically over-represented among mRNAs with altered abundance. Loss of snR4 was preferentially associated with decreased levels of target RNAs, potentially indicating a role in mRNA stabilization. A potential explanation might be that the snoRNP competes with one of more pre-mRNA binding protein(s) that protect the pre-mRNA and/or promote export. However, we cannot exclude the possibility that the snoRNP interacts with the nuclear RNA surveillance machinery to accelerate or retard degradation. In contrast, both increased and decreased levels were observed among U3 target mRNAs. U3 depletion was also associated with altered abundance of other snoRNAs. This could reflect either direct interactions or via the stalled pre-rRNA processing which in turn changed the levels of their target mRNAs too. These observations suggest the evolution of a fast, regulatory mechanism required for stress response during sudden changes in growth conditions.

## Data availability

All sequence data from this study have been submitted to the NCBI Gene Expression Omnibus. Sequence data from the CLASH experiments are available under accession number GSE114680: http://identifiers.org/geo/GSE114680. Sequence data from U3 and snR4 depletion experiments are available under accession number GSE118369: http://identifiers.org/geo/GSE118369

Data generated through the identification of potential novel RNA targets for box C/D snoRNAs in budding yeast are available on figshare: https://doi.org/10.6084/m9.figshare.6984971 ( Dudnakova *et al*., 2018).

How the deposited data were processed for this re-analysis (not part of the article)

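Hybrids were analysed from 26 CLASH libraries of the snoRNP proteins Nop1, Nop56 and Nop58 and 2 libraries of Mtr4, grown in glucose or moved to ethanol and glycerol for 20 min. The authors trimmed and collapsed the reads, aligned them to their database of unspliced genes, called chimeric reads with a modified hyb pipeline and folded each with the ViennaRNA package. They deposited 1 record per hybrid, and the values in the records are in units of their own kind: the gene and nucleotide positions of both fragments, and a folding energy in kcal/mol. Sequences in the records are those of the reference, and the sequence of a hybrid is its 2 fragments joined, so hybrids with identical sequences may come from reads that differed. For 27 hybrids there was no sequence and the energy was a placeholder far above 0, so they failed the energy filter. The records had not been filtered on energy or reproducibility. Everything else reported here was computed from them.

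The number of hybrids per library ranged from 109 to 46468 for the Nop proteins, and the Mtr4 libraries had 2144 and 1245. Shares from small libraries are therefore imprecise. A share given for a single Mtr4 library has a 95% Wilson interval, and a share of 0 is read against 3 hybrids of the total. Intervals cover counting error only.

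Reproducible hybrids had an energy of -12 kcal/mol or below and overlapped another such hybrid of the same genes on both fragments by at least 1 nt. The Nop libraries were pooled for this, and the Mtr4 libraries separately. Positions on snoRNAs count from the first mature nucleotide, since the records add 20 nt on each side. The records hold unspliced genes, so positions on U3 are those of the gene with its intron and not of the mature snoRNA. Positions on the 18S, 5.8S and 25S rRNA count within each rRNA. Lengths and names of genes came from the annotation of assembly R64, whose coordinates were not used. The guide nucleotide of each of the 55 pairs of a snoRNA and its site was found from complementarity to the rRNA and a box sequence 5 nt downstream. For 45 pairs this used the box and for 10 pairs complementarity only. The smallest complementary run accepted, 6 nt with an exact box and 10 nt with 1 mismatch in it, was raised after the assignment of snR48 had been inspected, and the number of guide hybrids rose slightly. D′ guides were those whose nucleotide lies within the first 60 nt.

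Shares per library were compared between groups with two-sided exact permutation tests of the difference in means. Media were compared by permuting labels within Nop1 and within Nop56. Replicate numbers come from the sample titles; the paper does not say that libraries with the same number were processed together. A block for the replicate number used an exact sign-flip permutation of the paired differences. Deviations from the group means of same-numbered libraries had correlations of 0.309 for the rRNA share of Nop1 and Nop56, -0.801 for the snR4 share and -0.614 for the D′ share. With 2 libraries per group, the snR4 correlation only changes sign when the numbers are crossed, so it cannot show whether libraries were paired. The others rest on 8 and 5 pairs and do not settle it. p-values over snoRNAs were adjusted by the Benjamini-Hochberg method. Enrichment at methylation sites was tested with 10000 random circular shifts of the sites, and with 1000 for the setting that required a paired site, to limit the computing time. Python 3.11, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

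The tests were tested on simulated data. In simulated libraries of the real sizes, the same 8 of 42 snoRNAs were changed in each of 20 runs. All snoRNAs were given the same relative spread between libraries. When all 8 were increased, 48.8% of those changed 4-fold and 86.2% of those changed 8-fold were called. A first form of this test, with increases and decreases mixed, had recovered fewer and was for a time replaced by increases only; both are given here. With every second change a decrease, 30.0% of 4-fold and 53.8% of 8-fold changes were called, and of the decreases only 5 percent at 4-fold and 17.5% at 8-fold. The comparison of media therefore had little power for decreases. Some real SDs exceeded the mean, such as 5.02% ± 11.5 for snR75 and 4.78% ± 7.99 for snR30 with Nop56 in glucose. Power for such snoRNAs may be lower than simulated, for increases as well. In 500 runs of the shift test, 5.6% of random placements and 100% of placements on the sites had a p under 0.05. All 350 made hybrids were sorted by the reproducibility filter as they had been made.

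The snoRNAs named were those the paper names, the 5 items with most reproducible hybrids in each class, and the 5 snoRNAs with the smallest p in a test over snoRNAs. The tests, samples and alternatives were fixed before the data were examined, and the alternatives were a stricter energy cutoff, a larger overlap, support from 2 libraries, no filter, identical sequences counted once, large libraries only, pooled hybrids, the replicate block, other definitions of a guide hybrid, smaller bins and leaving out single libraries. Several choices were made after seeing values. These were counting identical sequences once within a library, the denominators of the guide share that include other RNA classes or unfiltered hybrids, the crossed replicate numbers and leaving out host genes. The windows around the acetylated residues and along U14 and U3 were also set then. Hybrids between the 2 U3 genes were first left out of the count of hybrids between different snoRNAs, were then counted after the paper's number was seen to lie closer, and are left out again in the main count, as in the first computation. When a stricter energy cutoff left a protein without libraries in a medium, that protein was left out of the test of the snR4 profile. A change in a profile distance with a library left out was called a move when above 10% of it.

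Single hits, features of mRNAs such as untranslated regions, expression levels and the earlier data the paper compares with were not analysed here.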

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

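The tests of repeated sequences and library number for U14 and snR40, of their complementarity, and those of the Mtr4 hybrids with the 5′ETS were chosen only after the results were seen. Those of single libraries, of other snoRNAs in the same stretch and of rRNA-rRNA hybrids were chosen after the patterns were seen, but their limits were written before they were run.

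Within a group of 6 to 8 libraries of a protein in glucose, a library stood far from the others in 4 of 24 combinations of group and measure, where chance gives about 1.2. Nop56 glucose library 8 had 109 hybrids, of which 21 were reproducible snoRNA hybrids with the pre-rRNA. Its share of hybrids over a methylation site was 42.9%, against 69.9% in the nearest library, and the upper bound of its 95% Wilson interval was 63.5%. Its share from the 10 most frequent snoRNAs was 23.8%, against 51.2%, with an upper bound of 45.1%. Counting error in library 8 alone did not cover these distances, but the intervals take every hybrid as independent. They also leave out the counting error of the nearest library, which for the site share had 73 hybrids. No biological explanation was tested, as the library shares its condition with the other 7.

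Nop56 glucose library 7 had 83 snR4 hybrids, a share of 1.79% against 0.621% in the nearest library. The lower bound of its interval was 1.45%, and with identical sequences counted once the share was 2.03%. The nearest library had 1 snR4 hybrid of 161, and its interval of 0.110% to 3.43% includes 1.79%, so it cannot serve as the limit. Library 5 came next with 0.412% and an upper bound of 0.810%. Neither few hybrids nor repeated sequences in library 7 accounted for its distance from library 5. Nop58 glucose library 1 had a snR4 share of 0.498% against 0.179% in the nearest library. This rested on 5 hybrids with 2 distinct sequences. The lower bound of the interval was 0.213% and the share of distinct sequences 0.248%, both above the nearest library by little. A difference between library batches was not tested, because the labels give no batch, and no biological explanation was tested.

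U14 formed 10470 reproducible hybrids with a stretch of the 25S rRNA whose median ends were nt 2642 and 2675, an interaction the paper's text does not discuss. They had 5441 distinct sequences and came from 22 libraries, so neither a few repeated molecules nor a single library accounted for them. The longest complementary run at the site was 11 nt, and 4.10% of windows of the same length on the pre-rRNA had a run as long, which is close to the limit of 5% set for the test. Other snoRNAs had 1.19% of their 25S hybrids in this window, against 98.1% for U14. Base-pairing of U14 with this stretch may be the source of the hybrids. This is a hypothesis, found and tested on the same data, and it was not set against a condition of the design.

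snR40 formed 5584 reproducible hybrids with nt 554 to 576 of the 18S rRNA in the median, with 0 in a guide position. They had 3927 distinct sequences, came from 24 libraries, and other snoRNAs had 7.13% of their 18S hybrids in the window against 71.8% for snR40, just under the limit of 0.1 times set for that test. A complementary run as long as the 7 nt at the site occurred in 29.5% of windows of the pre-rRNA. Ligation of fragments that are not stably paired therefore remains a possible explanation, although the predicted energy was -19.3 kcal/mol in the median. No biological explanation was tested.

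Hybrids between 2 rRNA fragments numbered 59690, or 24.7% of all Nop hybrids, and 47488 of them were reproducible. The paper does not analyse them. Distinct sequences numbered 37378, so a few repeated molecules did not account for them. Of the reproducible ones on the 35S pre-rRNA, 22.4% joined fragments within 200 nt. When the fragments were re-paired at random, a mean of 12.9% did, which is above the limit set before the test, 0.5 times the observed share, so random ligation of rRNA fragments is not excluded for part of them. The observed share was above that of all 100 re-pairings, which ranged from 12.6% to 13.3%, so random pairing alone did not account for the near pairs. The test says nothing about fragments farther apart, and re-pairing keeps the positions of any real interaction.

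Mtr4 had 16 hybrids between a snoRNA and the 5′ETS among 118 with the pre-rRNA, or 13.6%, and the Nop libraries 196 of 116745, or 0.168%. U3 formed 12 of the 16. Between Mtr4 and Nop libraries the mean shares differed by 21.1 points (two-sided exact permutation test, p = 0.00265, the smallest that 2 against 26 libraries can give). In 10000 draws of 118 Nop hybrids, 0 draws had as many, and the highest had 4. Counting distinct sequences, 9.41% of the Mtr4 hybrids lay in the 5′ETS, and again 0 draws had as many. However, 87.5% of the 16 hybrids came from the ethanol and glycerol library, where they were 14 of 35 (40.0%, 95% Wilson interval 25.6% to 56.4%), against 2 of 83 in glucose (2.41%, interval 0.663% to 8.37%). The highest share in a Nop library was 0.345%, so both Mtr4 libraries lay above every Nop library, in glucose with 2 hybrids. With 1 library per medium, the difference between the media and the size of the excess cannot be told apart from a difference between library batches. Whether the Mtr4 and Nop libraries differed in batch was not tested.

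For 8 shares, the effect of ethanol and glycerol was compared between Nop1 and Nop56 by permuting the protein labels within each medium. The smallest p was 0.0792 (exact permutation test, n = 2 libraries per protein in ethanol and glycerol), and 0 of the 8 had an unadjusted p under 0.05.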

How the results depend on the processing

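For 27 results, 163 values were computed under alternatives, of which 126 counted as unchanged. Tests did so when they kept their direction and their side of the threshold, shares within the spread or the interval, and counts within 1.5 times, so that unchanged counts could still differ, such as 1015 snoRNA-mRNA hybrids with identical sequences counted once against 1508. The others were 27 that moved, 6 reversed, 2 weaker and 2 stronger. Where a value changed, the cause was not tested. The alternatives were set before the data were examined, except those named as chosen after seeing the data.

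Counting identical sequences once over all libraries moved the hybrids to 149644, the snoRNA-rRNA hybrids to 68637, the reproducible hybrids to 109153 with 62974 between snoRNAs and rRNA, and the reproducible snoRNA-snoRNA hybrids to 9194. At -15 kcal/mol the snoRNA-snoRNA hybrids numbered 5950. Without filters there were 25833 snoRNA-snoRNA hybrids, 2064 between different box C/D snoRNAs, 4584 snoRNA-mRNA hybrids and 2302 interaction sites, the mRNA share was 2.95% and the 5 most frequent snoRNAs formed 44.1% of mRNA hybrids. With support from 2 libraries there were 849 snoRNA-mRNA hybrids. mRNA positions in a guide arrangement numbered 65 with support from 2 libraries, 325 without filters and 182 with 7 consecutive base pairs. Counting the U3 genes as different snoRNAs, chosen after seeing the data, gave 2676 hybrids between different box C/D snoRNAs.

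The rRNA share of Nop56 against Nop58 was reversed to 2.73 points at -15 kcal/mol (exact permutation test, p = 0.177, n = 8 and 6) and to 1.10 points with hybrids pooled, so its direction is not settled.

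The guide share depended on its denominator. Among cognate hybrids only it was 98.1% for Nop and 100% for Mtr4, and the difference was reversed to 1.86 points (exact permutation test, p = 0.119). Guide nucleotides had been assigned from complementarity to the same sites, so both shares lay near their ceiling. The sign of this difference therefore decides nothing. Summed over pairs the pooled shares were 50.3% for Nop and 47.1% for Mtr4. The means over libraries were 52.1% for Nop and 53.2% for Mtr4, a reversed difference of 1.07 points (exact permutation test, p = 0.892). With 10 consecutive base pairs the Mtr4 share was 67.5% and the difference of -19.4 points passed the threshold (exact permutation test, p = 0.0370). It came mainly from the ethanol and glycerol library with 41.2%, as the glucose library had 75.0% against a Nop mean of 77.5%. The test did not keep the media apart. Pooled over hybrids, the difference was reversed to 0.538 points. Chosen after seeing the data were 2 others. Over all hybrids at the sites the shares were 60.2% and 12.4%, with a difference of -54.0 points (exact permutation test, p = 0.00265). Only 77 of the 493 Mtr4 hybrids there joined a snoRNA, against 87041 of 113792 for Nop, so this difference is one of RNA class. Summed over pairs, with unfiltered hybrids that cover the site, the shares were 52.9% and 61.7%, with a reversed difference of 7.31 points (exact permutation test, p = 0.365). With 77 Mtr4 hybrids over a site, in 2 libraries, the depth limits the comparison.

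With hybrids pooled, 15 snoRNAs changed between media, against 0 by library. The distance between the snR4 profiles weakened to a p of 0.167 at -15 kcal/mol (exact permutation test, distance 0.621), where only 6 relabellings of 6 libraries were left and no smaller p was possible. With identical sequences of a library counted once, chosen after seeing the data, the distance was 0.474 (exact permutation test, p = 0.0595). Across the 4 fits that each left out 1 library from ethanol and glycerol, the distance ranged from 0.563 to 0.621 and the snR4 difference from -0.308 to -0.151 points.

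With the replicate block, the difference was -7.27 points for the rRNA share of Nop1 and Nop56, -0.131 points for the snR4 share and 12.0 points for the D′ share. With 4 pairs for snR4 and 5 for D′ the smallest possible p of the exact sign-flip permutation was 0.125 and 0.0625, so neither could pass the threshold, and the rRNA share had a p of 0.125 (exact permutation, 8 pairs). Whether the numbers mark pairs is not settled. The correlation of -0.801 for the snR4 share rests on 2 libraries per group and only changes sign when the numbers are crossed. Leaving out libraries was not run for the number of snoRNAs with a changed share, since it left 1 library of a protein in ethanol and glycerol.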

Differences from the paper's values

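The paper states that 7.2% of Mtr4 hybrids over methylation sites were predicted to guide methylation, and the value here was 79.2%. None of the alternatives set before the data were examined came within the limit used here: the Mtr4 share was 79.2% at -15 kcal/mol, 80.0% with support from 2 libraries, 75.0% without filters, 100% for cognate hybrids only, 47.1% summed over pairs, 79.2% by fragments and 67.5% with 10 consecutive base pairs. Over all hybrids at the sites, a denominator chosen after seeing the values, it was 12.4%, still above the paper's, while the Nop share was 60.2%, and the paper's discussion gives about 60% for the snoRNP proteins. For the Nop proteins the paper's value is 53%, and the value here was 78.7%, within 1.5 times of it. In each of 55 pairs, the methylating count of the paper's Supplementary Table 2 equalled the unfiltered hybrids that cover the site. The other count equalled all unfiltered hybrids of the snoRNA with the pre-rRNA. Summed over pairs these counts were 84262 and 159137, or 52.9%. If the paper's 53% comes from them, it is a share of coverage without a base-pairing criterion. It and 78.7% then do not measure the same quantity. Summed over pairs the Nop share here was 50.3%. Counting unfiltered cognate hybrids that cover the site, summed over pairs, a setting chosen after seeing the values, gave 52.9%, and that setting gave 61.7% for Mtr4.

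The paper counts 2734 hybrids between different box C/D snoRNAs, and 1129 were counted here. Without filters there were 2064, which is within 1.5 times of the paper's value. At -15 kcal/mol there were 859 and with support from 2 libraries 1097, and these did not close the gap. Counting hybrids between the 2 U3 genes, a setting chosen after seeing the values, gave 2676, close to but below the paper's value.

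The paper counts 15 snoRNA-mRNA interactions that potentially promote methylation, and 113 pairs of a snoRNA and an mRNA position were counted here. This number includes positions of U3 and some hybrids counted at nearby positions, so it is higher than a count of interactions. The alternatives set before the data were examined gave 108 at -15 kcal/mol, 65 with support from 2 libraries, 325 without filters and 182 with 7 base pairs, and none closed the gap.

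The paper counts 17 snR4 hybrids upstream of the acetylated residue assigned to snR4, and 50 were counted here in the 40 nt up to that residue. No alternative for this count was set before the data were examined.

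The paper names snR53, snR65 and snR78 as the guide snoRNAs without stable, reproducible hybrids. Here snR53 had 2 such hybrids with the pre-rRNA and snR65 had 3, none over their sites, and snR87 was also without one over its site, so that 39 snoRNAs had cognate hybrids. The paper lists snR60 and snR69 among the main snoRNAs with Mtr4, and here each had 2 of the 118 Mtr4 hybrids, behind snR24 with 14, snR39B with 13 and snR76 with 12.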

Other observations

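The comparison of Nop56 with Nop58 was planned before the data were examined. The other tests here, and the wording of what each would show, were chosen only after the results were seen.

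If Nop56 crosslinks closer to the D′ guide than Nop58, its hybrids should hold more D′ guides. For the 8 snoRNAs that guide from both boxes, the D′ share was 35.0% ± 17.9 (SD, n = 7 libraries) with Nop56 and 20.1% ± 17.4 (SD, n = 5) with Nop58. The difference of 14.9 points was within the spread between libraries (two-sided exact permutation test, p = 0.170), so the hypothesis was neither borne out nor excluded.

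With 0 snoRNAs past the adjusted threshold between media and 5 at an unadjusted p under 0.05, all 16 splits that part the same-numbered pairs gave as many at the adjusted threshold, as any split must, and 3 of the 16 gave as many at the unadjusted one. In 100 other splits drawn at random, which part fewer pairs, 10 gave as many at the unadjusted threshold. With 16 splits a share under 0.05 is not possible.

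The difference between the snR4 profiles in glucose and in ethanol and glycerol may rest on repeated sequences or on depth. With identical sequences of a library counted once, p was 0.0595 (exact permutation test). In 100 draws of 7 hybrids from each of 13 libraries the median p was 0.0571 (exact permutation test), and 41 draws had a p under 0.05. The median distance was 0.583, against 0.585 with all hybrids, and fewer hybrids and libraries lower the power by themselves, so the draws are no evidence that depth made the difference and do not exclude it.

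The 2 U3 genes formed 1547 reproducible hybrids with each other. In 49.8% of them a fragment had a sequence present in both genes, so that reads of U3 paired with itself could have been assigned to 2 genes in these hybrids, and the test does not settle the others. The range that counts as unsettled was widened after the value was seen to lie near 50%.

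Mtr4 hybrids had weaker predicted folding than Nop hybrids. Per library, 38.8% in glucose (95% Wilson interval 36.8% to 40.9%) and 44.8% in ethanol and glycerol (42.1% to 47.6%) had an energy of -12 kcal/mol or below, against 78.9% ± 11.0 (SD, n = 26) in the Nop libraries, a difference of -37.1 points (two-sided exact permutation test, p = 0.00265). A different mix of RNA classes accounted for part of it but not all: pooled, 84.0% of Nop hybrids were at the cutoff, with the Nop share of each class and the Mtr4 mix 65.3% would be, and 41.0% of Mtr4 hybrids were. Within snoRNA-rRNA hybrids the share was 95.1% for Nop and 88.3% for Mtr4. Other classes differed more. The Nop and Mtr4 shares were 80.1% and 62.3% for rRNA-rRNA hybrids and 61.5% and 45.5% for snoRNA-snoRNA hybrids. They were 87.7% and 25.6% for mRNA-rRNA hybrids and 33.8% and 7.87% for mRNA-mRNA hybrids. Different library batches were not tested.

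The paper gives its Mtr4 guide share over all hybrids that overlap methylation sites, and its text speaks of snoRNA-rRNA interactions. Whether other RNA classes in the denominator could lower the share was tested. Over such hybrids the Mtr4 share was 12.4%, above the paper's value. The column sums of the paper's Supplementary Table 2 give 52.9% for Nop, and the same counts gave 61.7% for Mtr4, so that denominator does not yield the paper's Mtr4 value either. The test cannot settle where the lower value comes from.

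Of the snoRNA-mRNA hybrids before filtering, 551 or 12.0% joined an intronic snoRNA to its host gene, in 7 pairs, led by snR39 with RPL7A. Only 0.907% of them were at the energy cutoff, against 74.6% of the other snoRNA-mRNA hybrids. This is consistent with a host transcript read as 2 genes. The filters removed all but 5, and without these 1503 snoRNA-mRNA hybrids were left.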
